# The Second Oncogenic Hit Determines the Cell Fate of *ETV6-RUNX1* Positive Leukemia

**DOI:** 10.3389/fcell.2021.704591

**Published:** 2021-07-15

**Authors:** Guillermo Rodríguez-Hernández, Ana Casado-García, Marta Isidro-Hernández, Daniel Picard, Javier Raboso-Gallego, Silvia Alemán-Arteaga, Alberto Orfao, Oscar Blanco, Susana Riesco, Pablo Prieto-Matos, Francisco Javier García Criado, María Begoña García Cenador, Hanno Hock, Tariq Enver, Isidro Sanchez-Garcia, Carolina Vicente-Dueñas

**Keywords:** transcription factors, B-cell, somatic, germline, childhood leukemia, mouse models

## Abstract

ETV6-RUNX1 is almost exclusively associated with childhood B-cell acute lymphoblastic leukemia (B-ALL), but the consequences of ETV6-RUNX1 expression on cell lineage decisions during B-cell leukemogenesis are completely unknown. Clinically silent ETV6-RUNX1 preleukemic clones are frequently found in neonatal cord blood, but few carriers develop B-ALL as a result of secondary genetic alterations. The understanding of the mechanisms underlying the first transforming steps could greatly advance the development of non-toxic prophylactic interventions. Using genetic lineage tracing, we examined the capacity of ETV6-RUNX1 to instruct a malignant phenotype in the hematopoietic lineage by cell-specific Cre-mediated activation of ETV6-RUNX1 from the endogenous *Etv6* gene locus. Here we show that, while ETV6-RUNX1 has the propensity to trigger both T- and B-lymphoid malignancies, it is the second hit that determines tumor cell identity. To instigate leukemia, both oncogenic hits must place early in the development of hematopoietic/precursor cells, not in already committed B-cells. Depending on the nature of the second hit, the resulting B-ALLs presented distinct entities that were clearly separable based on their gene expression profiles. Our findings give a novel mechanistic insight into the early steps of ETV6-RUNX1+ B-ALL development and might have major implications for the potential development of ETV6-RUNX1+ B-ALL prevention strategies.

## Introduction

Despite the enormous increase in tumor biology knowledge over the last four decades, the prevention of cancer development is still a distant goal. A crucial step in the genesis of a tumor is the transition from a benign precancerous to a malignant cancerous state, but the mechanisms that establish and regulate aberrant cell identity, finally allowing tumor cells to emerge, are still largely unknown (Vicente-Duenas et al., 2018).

Childhood acute lymphoblastic leukemia (ALL) is characterized by recurrent preleukemic chromosomal translocations that usually occur before birth (Mori et al., 2002; Greaves, 2018). The translocation *t*(12;21) resulting in the formation of the chimeric transcription factor ETV6-RUNX1 that fuses *ETV6* (HGNC:3495) and *RUNX1* (HGNC:10471) genes is the most frequent structural aberration, accounting for 25% of B-cell precursor ALLs (B-ALL) (Mullighan, 2014; Pui et al., 2019). The fusion gene is present in 1–5% of newborn children, but the actual incidence of ETV6-RUNX1+ B-ALL is much lower (0.0001%) (Mori et al., 2002; Schafer et al., 2018). The ETV6-RUNX1 fusion gene thus confers a low risk of developing B-ALL and presents only a first oncogenic event (“first hit”) in the process of leukemogenesis. A preleukemic clone is created, which requires secondary postnatal genetic aberrations for leukemic transformation (Swaminathan et al., 2015; Greaves, 2018).

Early molecular events in ETV6-RUNX1-associated leukemogenesis have been elusive because these stages are usually not detected in children (Martin-Lorenzo et al., 2015; Rodriguez-Hernandez et al., 2017a,b; Greaves, 2018) and are difficult to deduce from already established tumors at diagnosis (Vicente-Duenas et al., 2018). We recently demonstrated in mice that natural infection exposure can trigger oncogenic secondary hits, leading to the transformation of susceptible ETV6-RUNX1+ preleukemic cells and the emergence of B-ALL (Rodriguez-Hernandez et al., 2017a). This genetic predisposition to B-ALL shapes an identifiable and distinct gut microbiome in mice that acts as a barrier for leukemia development (Vicente-Duenas et al., 2020). This first murine model of ETV6-RUNX1-associated B-ALL faithfully mimics the human disease and presents with similar secondary genetic hits, including recurrent disruption of *Kdm5c* (HGNC:11114), *Pax5* (HGNC:8619), and *Ebf1* HGNC:3126 (Rodriguez-Hernandez et al., 2017a).

ETV6-RUNX1+ B-ALL is considered a malignant counterpart to normal B-cell precursors because it is generally associated with B-ALL. It is further assumed that additional second hits driving B-cell leukemogenesis take place in precursor B-cells. This model proposes that the phenotype of the leukemic cells is comparable to normal B-cells transformed by a double hit. However, several studies have shown that, without proper functional lineage tracing, attempting to deduce the identity of the leukemic cell-of-origin from the phenotype of the established B-ALL can lead to false conclusions (Gilbertson, 2011). So far, efforts to model *ETV6-RUNX1* disease by expressing *ETV6-RUNX1* in B-cells [regulated by the immunoglobulin heavy chain enhancer/promoter (Andreasson et al., 2001) or the CD19 promoter (Kantner et al., 2013)] or in human pluripotent stem cell (hPSC)-derived B lineage progenitors (Boiers et al., 2018) have failed. The cell-of-origin and the role of the *ETV6-RUNX1* transcription factor in lineage organization during leukemogenesis have thus remained unclear. Here, using genetic engineering and *in vivo* lineage tracing, we have examined how ETV6-RUNX1 generates a B-ALL phenotype in mice.

## Materials and Methods

### Mouse Leukemia Models for *ETV6-RUNX1* B-ALL

*ETV6-^*ETV*6–RUNX1^*mice (Schindler et al., 2009) were bred with *Mb1−Cre* (Hobeika et al., 2006) or *Sca1−Cre* (Mainardi et al., 2014) to generate *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* or *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice, respectively. These *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* and *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice were born and kept at the specific pathogen-free (SPF) facility until exposed to a natural infectious environment as described (Figures 1A,B) (Rodriguez-Hernandez et al., 2017a). The *Kdm5c*^*f/wt*^ line was obtained from the European Mouse Mutant Archive (EMMA) public repository (strain name: C57BL/6N-A<tm1brdKdm5c<tm1c(EUCOMM)Hmgu>/Ics; strain ID: EM:06928). The Sca1-*ETV6-RUNX1* mouse model (Rodriguez-Hernandez et al., 2017a) was bred with *Kdm5c^*f/wt*^* + *Mb1-Cre* or *Kdm5c^*f/wt*^* + *Sca1-Cre* to generate Sca1-*ETV6-RUNX1* + *Kdm5c^*f/wt*^* + *Mb1-Cre* or Sca1-*ETV6-RUNX1* + *Kdm5c^*f/wt*^* + *Sca1-Cre*, respectively. The Sca1-*ETV6-RUNX1* mouse model (Rodriguez-Hernandez et al., 2017a) was bred with *Pax5-het* mice (Urbanek et al., 1994) to obtain Sca1-*ETV6-RUNX1* + *Pax5-het* mice (Figure 1C). Sca1-*ETV6-RUNX1* + *Kdm5c^*f/wt*^* + *Mb1-Cre*, Sca1-*ETV6-RUNX1* + *Kdm5c^*f/wt*^* + *Sca1-Cre*, and Sca1-*ETV6-RUNX1* + *Pax5-het* mice were born and kept at the SPF facility, where leukemia development was monitored (Figures 1C–E). The genotype of the mice was assessed following provider protocol and an example of Kdm5c allele deletion, as shown in Supplementary Figures 1, 2. All animal works were conducted in accordance with national and international guidelines on animal care and approved by the Bioethics Committee of the University of Salamanca and the Bioethics Subcommittee of Consejo Superior de Investigaciones Científicas under the approved project license (number 186). The study includes both male and female mice. There were no mice excluded from any experimental group. The housing environmental conditions were a temperature of 21 ± 2°C, humidity of 55 ± 10%, and a 12:12 light/dark cycle. The animals were housed in the SPF facility in individually ventilated cages and in conventional facility housing in conventional mouse cages (32 × 20 × 13.5 cm) with a maximum of five animals per cage. The mice had access to mice maintenance food (LABDIET PICOLAB SELECT; RODENT DIET 50 IF/6F IRRADIATED 5V5R; 3002906-203) and water *ad libitum*. Environmental enrichment included red-tinted Techniplast Mouse House and rodent roll. During housing, the animals were monitored daily for health status. The experiments were not blinded. The sample size of the experimental groups was based on the expected incidence of leukemia development as described in previous studies (Schindler et al., 2009; Martin-Lorenzo et al., 2015; Rodriguez-Hernandez et al., 2017a) and approved by the Bioethics Committee of the University of Salamanca under an approved project license (number 186). To monitor the development of the disease, blood samples were collected every 2 months by submandibular bleeding of mice using a single-use lancet without the use of anesthesia. Upon clinical manifestations of the disease, the mice were subjected to euthanasia and subjected to standard necropsy procedures. All major organs were examined under a dissecting microscope. Tissue samples were taken from homogenous portions of the resected organ and fixed immediately after excision. Differences in the survival of transgenic and control *WT* mice were analyzed using the log−rank (Mantel–Cox) test.

**FIGURE 1:**
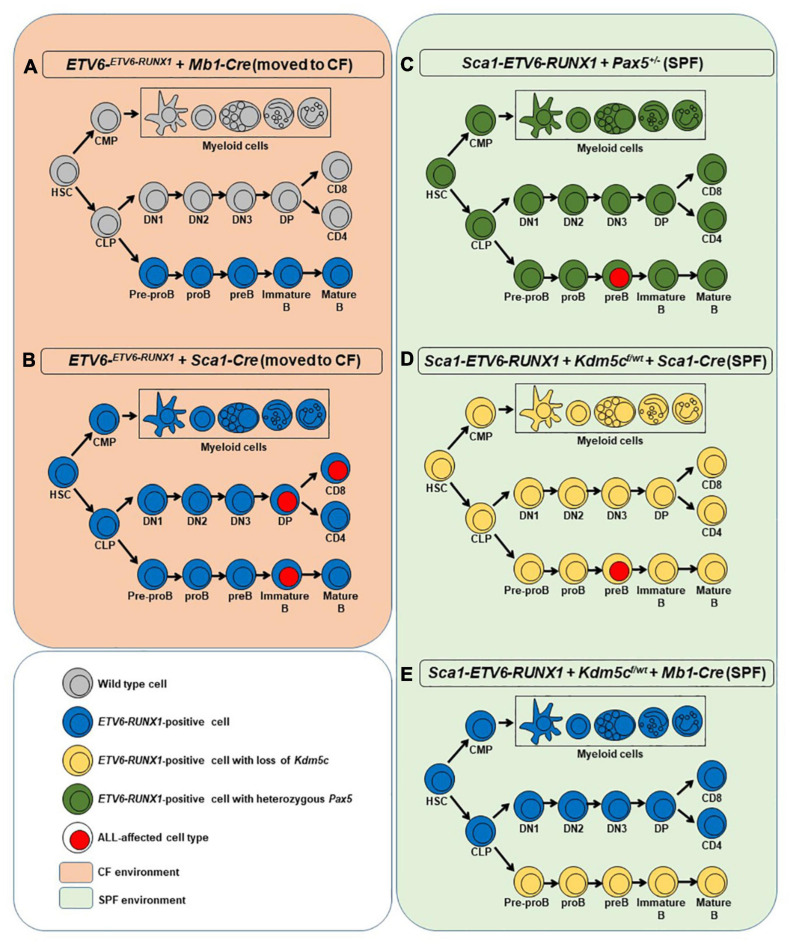
Overview of the mouse models used in the study. For each model, a simplified hematopoiesis is shown. The colors show at which stage *ETV6-RUNX1* (blue), the loss of *Kdm5c* (yellow), or the heterozygous loss of Pax5 (green) is introduced and which cells carry these aberrations. Cell types with surface markers identified from leukemic cells are marked with a red nucleus. The orange background on the left represents the two mouse models that were moved to the conventional facility where they were exposed to common pathogens **(A,B)**. In such conditions, only the introduction of *ETV6-RUNX1* at the HSC/progenitor stage led to ALL **(B)**. The green background on the right denotes the specific pathogen-free facility environment where the models in which the secondary hits were introduced were kept instead of exposing them to infectious stimuli **(C–E)**. Only if the secondary hit was introduced at HSC/progenitor stage ALL arose **(C,D)**. HSC, hematopoietic stem cell; CMP, common myeloid progenitor; CLP, common lymphoid progenitor; DN1-3, double-negative T cell progenitors 1-3; DP, double-positive T cell progenitor; CD8/CD4, single-positive naïve T cells.

All sections of this report adhere to the ARRIVE Guidelines for reporting animal research (Kilkenny et al., 2010). The ARRIVE Essential 10 guidelines checklist is included in Checklist S1 as Supplementary Material (Supplementary Data Sheet 2).

### FACS Analysis

Nucleated cells were obtained from total mouse bone marrow (flushed from the long bones), peripheral blood, thymus, or spleen. To prepare cells for flow cytometry, contaminated red blood cells were lysed with red cell lysis buffer, and the remaining cells were then washed in phosphate-buffered saline (PBS) with 1% fetal calf serum (FCS). After staining, all cells were washed once in PBS and were resuspended in PBS with 1% FCS containing 10 μg/ml propidium iodide (PI) to allow dead cells to be excluded from both analyses and sorting procedures. The samples and the data were acquired in an AccuriC6 Flow Cytometer and analyzed using FlowJo software. The specific fluorescence of FITC, PE, PI, and APC excited at 488 nm (0.4 W) and 633 nm (30 mW). Known forward and orthogonal light-scattering properties of mouse cells were used to establish gates. Non-specific antibody binding was suppressed by preincubation of cells with CD16/CD32 Fc-block solution (BD Biosciences). For each analysis, a total of at least 50,000 viable (PI-) cells were assessed.

The following antibodies were used for flow cytometry: anti-B220 (RA3-6B2), CD3ε (145-2C11), CD4 (RM4-5, 1:250), CD8a (53-6.7, 1:250), CD11b/Mac1 (M1/70, 1:200), CD19 (1D3), CD117/c-Kit (2B8, 1:200), Ly-6G/Gr1 (RB6-8C5), IgM (RMM-1), and CD25 (PC61, 1:500) antibodies. All antibodies were purchased from either BD Biosciences or Biolegend. All antibodies were used at a 1:100 dilution unless otherwise indicated.

### Histology

The animals were subjected to euthanasia by cervical dislocation; tissue samples were formalin-fixed and included in paraffin. Pathology assessment was performed on hematoxylin–eosin-stained sections under the supervision of Dr. OB, an expert pathologist at the Salamanca University Hospital.

### Western Blot

Fluorescence-activated cell sorting (FACS)-sorted B-cells or cultured REH (cell line carrying ETV6-RUNX1 fusion) were washed in PBS, pelleted, re-suspended in cold radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1% Igepal CA-630, 0.5% Na-deoxycholate, and 0.1% SDS) containing protease inhibitors (cOmplete Mini Protease Inhibitor Cocktail, Roche 11836153001), and incubated on ice for 10 min. The lysates were centrifuged at 20,000 × *g* for 10 min to pellet the insoluble fraction, the supernatants were removed, and the pellets were washed once in RIPA. The pellets were resuspended in RIPA and sonicated in a Bioruptor Pico (Diagenode) for 5 × 30 s. The samples were subjected to polyacrylamide gel electrophoresis and western blotting. ETV6-RUNX1 was detected with an antibody against RUNX1 (Abcam, ab23980, 1 ug/ml). β-Actin antibody was used as a loading control (C4: sc-47778, 1 ug/ml).

### V(D)J Recombination

Immunoglobulin rearrangements were amplified by PCR using published primers (Cobaleda et al., 2007) and listed in Supplementary Table 3. Briefly, PCRs were performed in a 50-μl reaction, in which 1 ul of genomic DNA was used as a template at a concentration of 200 ng/ul and 2 ul of primers at 0.1 ug/ul. One unit of DNA polymerase supplemented with its buffer and dNTP was added to the reaction (Cat: R001A; Takara). The cycling conditions consisted of initial heat activation at 95°C followed by 31–37 cycles of denaturation for 1 min at 95°C, annealing for 1 min at 65°C, and elongation for 1 min and 45 s at 72°C. This was followed by a final elongation for 10 min at 72°C.

### Mouse Exome Library Preparation and Next-Generation Sequencing

#### Sample Acquisition

The AllPrep DNA/RNA Mini Kit (Qiagen, Hilden, Germany) was used to purify DNA according to the manufacturer’s instructions.

#### Exome Library Preparation and Next-Generation Sequencing

Exome library preparation was performed using the Agilent SureSelectXT Mouse All Exon kit with modifications adapted from Fisher et al. (2011). Briefly, we added SPRI beads to the original protocol and reduced the size of the reaction to 0.5 μl to be able to use PCR tubes for subsequent steps. Furthermore, we reduced the volume for washing. We minimized sample loss and optimized sample processing by reducing sample handling. We therefore only added freshly prepared 20% PEG/2.5 M NaCl (Sigma) instead of eluting samples from the SPRI beads for library preparation. Targeted capture by hybridization to an RNA library was performed according to the manufacturer’s protocol. Purification and enrichment of the captured library were achieved by binding to MyOne Streptavidin T1 Dynabeads (Life Technologies) and off-bead PCR amplification in the linear range. Then, 2 × 100-bp sequencing with a 6-bp index read was performed using the TruSeq SBS Kit v3 on the HiSeq 2500 (Illumina).

#### Data Analysis

Fastq files were generated using bcltofastq 2.19.0.316 (Illumina). BWA version 0.7.12. (Li and Durbin, 2010) was used to align sequence data to the mouse reference genome (GRCm38.71). Conversion steps were carried out using Samtools 1.3.2 (Li and Durbin, 2009; Li et al., 2009) followed by removal of duplicate reads by Picard tools 2.0.1^1^. Local realignment around indels, single-nucleotide polymorphism calling, annotation, and recalibration were facilitated by GATK 3.5.0 (DePristo et al., 2011). Further details on the processing pipeline can be found online at https://github.com/sjanssen2/spike. Mouse dbSNP138 and dbSNP for the mouse strains used acted as training datasets for recalibration. The resulting variation calls were annotated by Variant Effect Predictor (McLaren et al., 2010) using the Ensembl database (v70) and imported into an in-house MariaDB database to facilitate automatic and manual annotation, reconciliation, and data analysis by complex database queries. Loss-of-function prediction scores for PolyPhen2 (Adzhubei et al., 2010) and SIFT (Kumar et al., 2009) were extracted from this Ensemble release.

Only entries with at least 9% difference in allele frequency between tumor and normal were kept for further analysis. Cancer-related genes were determined by translating the cancer gene consensus from COSMIC (Database issue) using ENSEMBL’s biomart.

Using the online available data from St. Jude Cloud PeCan^2^, we preselected a set of genes associated with human B- or T-ALL (Ma et al., 2018). Only mutated genes with at least 5% frequency in B- or T-ALL were included and used to filter mouse mutations that only occur in those.

### RNA Sequencing and Bioinformatics

Using the Truseq RNA sample preparation kit (Illumina), RNA sequencing libraries were generated using 500 ng of total RNA from blast cells obtained from the relevant mouse models, cells from healthy thymus, and FACs-sorted pro-B-cells as a control (WT) to prepare the barcoded libraries. The libraries were validated and quantified using DNA 1000 and high-sensitivity chips on a Bioanalyzer (Agilent, Böblingen, Germany); 7.5 pM denatured libraries were used as input into cBot (Illumina), followed by deep sequencing using HiSeq 2500 (Illumina) for 101 cycles, with an additional seven cycles for index reading.

Fastq files were imported into Partek Flow (Partek Incorporated, MO, United States). Quality analysis and quality control were performed on all reads to assess read quality and to determine the amount of trimming required (both ends: 13 5′ bases and one 3′ base). The trimmed reads were aligned against the GRCm38 mouse genome using the STAR v2.4.1d aligner. The unaligned reads were further processed using Bowtie 2 v2.2.5 aligner. The aligned reads were combined before quantifying the expression against the mmu ENSEMBL (release 95) database using the Partek expectation–maximization algorithm using the counts-per-million normalization. Genes with missing values or with a mean expression less than one were filtered out.

Finally, statistical gene set analysis was performed using *t*-tests to determine differential expression at the gene level (false discovery rate, *q* < 0.05; fold change ± 2). Partek flow default settings were used in all analyses.

### Statistical Analysis

Comparisons of survival curves estimated by Kaplan–Meier plots using Graph Pad Prism 5.0 were performed by the log-rank (Mantel–Cox) test. The differences between two sample groups were made using an unpaired *t*-test with GrapPad Prism 5.0 software. The level of significance was set at *p*-value < 0.05.

### Accession Numbers

The mouse RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE141112^3^.

## Results

### *ETV6-RUNX1* Expression Restricted to the B-Cell Compartment Does Not Act as a First Oncogenic Hit Under Infection Exposure

The earliest steps of B-ALL development cannot be monitored in humans and have already concluded at the time of diagnosis. To clarify which hematopoietic cell compartment contributes to *ETV6-RUNX1*-associated transformation, we first tested whether *ETV6-RUNX1* expression restricted to the B-cell lineage can induce B-ALL. Since the impact of *ETV6-RUNX1* is likely dose dependent (Boiers et al., 2018), we used ETV6-^*ETV*6–RUNX1^ mice (Schindler et al., 2009), generated by conditional targeting of *Runx1* into the *Etv6* gene locus, thus placing *ETV6-RUNX1* gene expression under the control of the endogenous *Etv6* promoter. We targeted *ETV6-RUNX1* expression to the B-cell lineage by crossing the ETV6-^*ETV*6–*RUNX*1^ mice with an *Mb1-Cre* mouse strain (Hobeika et al., 2006). The generated strain (*ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre*) expresses *ETV6-RUNX1* at the pro-B-cell level driven by Cre recombinase activation regulated by the promoter of the *Mb1* gene (encoding *Cd79a*, immunoglobulin-associated alpha chain, HGNC:1698) (Figure 1A). The resulting ETV6-RUNX1 protein levels were equivalent to ETV6-RUNX1 expression in the B-ALL cell line REH as confirmed by immunoblot analysis (Supplementary Figure 3). We then tested if B-ALL development can be provoked in *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* mice through natural infection exposure (Figure 1A). To this end, cohorts of *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* and control wild-type (WT) mice were born and kept in a SPF environment until transferred to a conventional facility providing a common infectious environment (including pathogens like murine norovirus, murine hepatitis virus, *Helicobacter* species, and *Trichomonas muris*) (Martin-Lorenzo et al., 2015; Rodriguez-Hernandez et al., 2017a). The mice were monitored for their entire lifespans (*n* = 31; observed for up to 2 years), but none of the mice developed leukemia under these conditions (Figure 2A). To study the long-term impact of *ETV6-RUNX1* on bone marrow (BM) lymphopoiesis, we characterized the developmental stages of B-cells in 4-month-old *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* transgenic mice and age-matched WT controls in BM and peripheral blood (PB) by flow cytometry. B-cells from *ETV6-^*ETV*6–RUNX1^* + *Mb1-Cre* mice showed similar developmental patterns as B-cells from control littermates (Figure 2B), which indicated that the induction of *ETV6-RUNX1* at the pro-B-cell stage has no significant effect on B-cell development.

**FIGURE 2:**
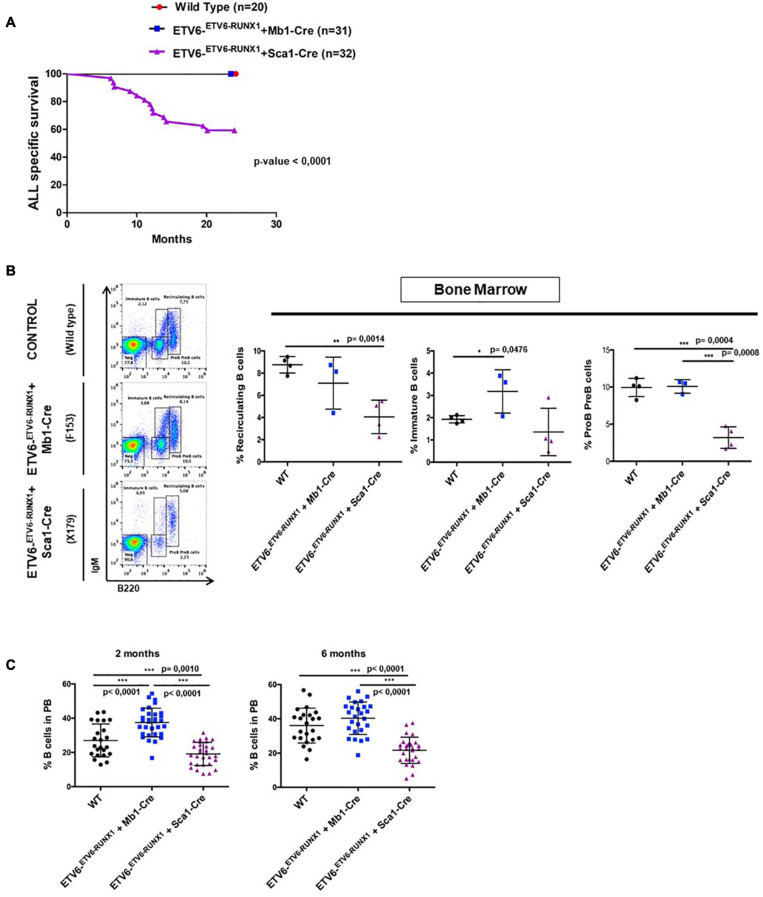
*ETV6-RUNX1* expression does not transform committed B-cells under natural infection exposure. **(A)** Leukemia-specific survival of ETV6-^*ETV*6–RUNX1^ + Mb1-Cre mice (blue points, *n* = 31) and ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice (purple line, *n* = 32), showing that the latter group had a significantly (log-rank test *p*-value < 0.0001) shortened lifespan compared to control littermate wild-type (WT) mice (red points, *n* = 20) as a result of B and T-ALL development. **(B)** B-cell development in young ETV6-^*ETV*6–RUNX1^ + Mb1-Cre mice (*n* = 3), ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice (*n* = 4), and age-matched (4 months old) WT mice (*n* = 4) as analyzed by flow cytometry. ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice show a significant decrease in pre-B/pro-B-cells (B220^*low*^ IgM^–^) and recirculating B-cells (B220^*high*^ IgM^+^) but not in immature B-cells (B220^*low*^ IgM^+^). A significant unpaired *t*-test *p*-value is indicated in each case. Error bars represent SD. **(C)** Flow cytometry analysis of peripheral blood B-cells in young ETV6-^*ETV*6–RUNX1^ + Mb1-Cre (*n* = 26–31), ETV6-^*ETV*6–RUNX1^ + Sca1-Cre (*n* = 28–30), and age-matched (2- and 6-month-old mice) WT mice (*n* = 23). ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice show a significant decrease in peripheral blood B-cells (B220^+^ IgM^±^).

### Infection Exposure Can Trigger Leukemogenesis if *ETV6-RUNX1* Expression Is Initiated in HS/PCs

Our findings demonstrated that ETV6-RUNX1-associated B-ALL does not originate in the committed B-cell compartment. Therefore, we tested the transforming potential of *ETV6-RUNX1* expression in earlier hematopoietic stem or progenitor cells (HS/PCs). To this end, we used *ETV6-^*ETV*6–RUNX1^* mice crossed with *Sca1-Cre* mice (Mainardi et al., 2014) to initiate *ETV6-RUNX1* expression in hematopoietic stem cells (HSCs) in which the *Sca1* (*Ly6a*; NCBI Gene ID: 110454) promoter is active and to maintain the expression in all descending hematopoietic cells (Figure 1B). *ETV6-RUNX1* expression resulted in striking alterations restricted to the B-cell compartment. A significant and specific decrease of pro/preB-cells (B220^*low*^ IgM^–^) and recirculating B-cells (B220^++^IgM^+^) was evident in *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice compared to age-matched WT littermates (Figure 2B). The B-cells in peripheral blood were also significantly reduced (Figure 2C). *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice had a shorter lifespan when exposed to natural infections than their WT littermates [Figure 2A; *p* < 0.0001; log-rank (Mantel–Cox) test; Supplementary Table 1] due to the development of specific lymphoid leukemias, including both T- (34.4%; 11/32) between 6.2 and 14.2 months of age and B-ALL (6.3%; 2/32) between 19.5 and 20.1 months of age. Notably, *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice did not develop any myeloid malignancies. T-ALL manifested as thymoma, splenomegaly, and disrupted thymic, liver, kidney, small intestine, and splenic architectures (Figures 3A,B and Supplementary Figure 4). FACS analysis of leukemic cells revealed an immature CD8^+^CD4^±^ cell surface phenotype (Figure 3C), with clonal immature T-cell receptor (TCR) rearrangement (Supplementary Figure 5). T-ALL development in *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* mice is a characteristic of the mouse model as ETV6-RUNX1+ T-ALL never occurs in humans. B-ALL manifested as disruption of splenic architecture due to blast infiltration and appearance of blast cells in the lung (Supplementary Figure 6). *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* B-ALLs displayed clonal immature BCR rearrangement (Supplementary Figure 7). FACS analysis revealed a CD19^+^B220^+^IgM^+^ cell surface phenotype for tumor cells in BM and PB (Figure 3D). Since *ETV6-RUNX1* expression was maintained constitutively in all hematopoietic cells in the *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* model (Figure 1B), the results suggested that *ETV6-RUNX1* restricted the tumor type to lymphoid ALL, and a second hit further determined the ALL subtype. When we analyzed the mutational landscape of the generated ALLs by whole-exome sequencing of *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* T-ALL (*n* = 10) and *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre* B-ALL (*n* = 2) (Figure 4), the mutations detected in T-ALL showed a significant overlap with human T-ALL (Liu et al., 2017), with *Notch1* (HGNC:7881) and *Bcl11b* (HGNC:13222) mutations identified recurrently (Figure 4). By contrast, T-ALL-specific mutations were absent in B-ALL.

**FIGURE 3:**
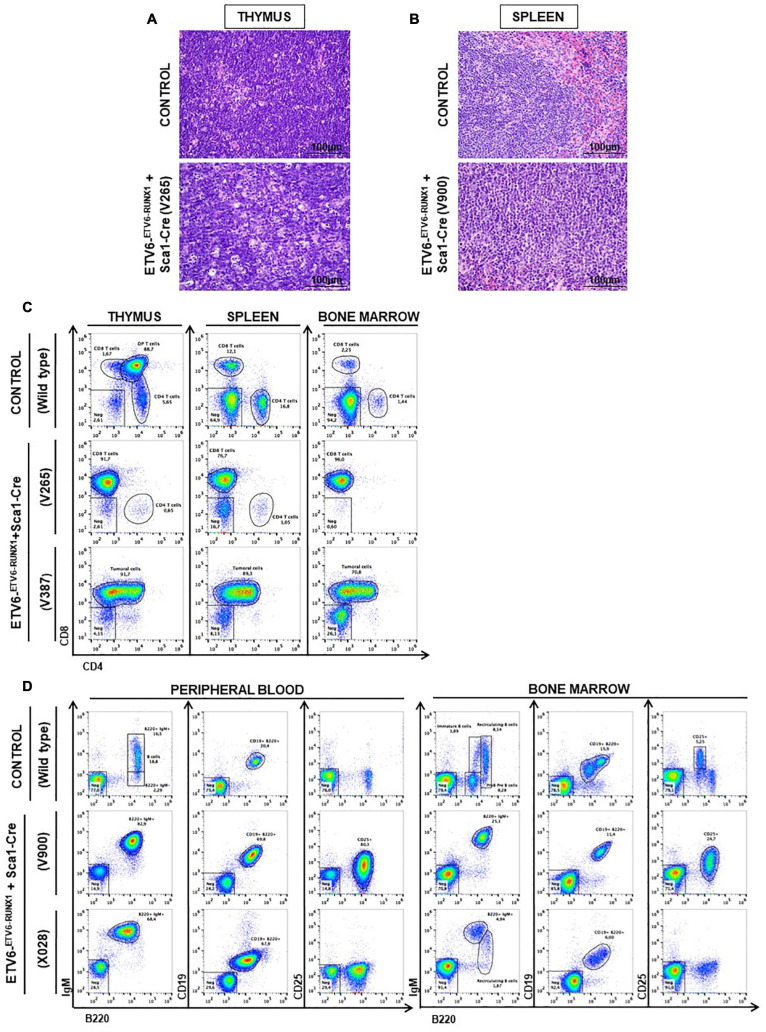
*ETV6-RUNX1* expression in hematopoietic stem or progenitor cells gives rise to lymphoid leukemia under natural infection exposure. **(A)** Hematoxylin and eosin staining showing the infiltration of the thymus in the ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice with T-ALL. The images were photographed at ×400 magnification. **(B)** Hematoxylin and eosin staining showing the infiltration of the spleen in the ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice with B-ALL. The images were photographed at ×400 magnification. **(C)** Flow cytometric analysis of T-cell subsets in the thymuses, spleen, and bone marrow of diseased ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice with T-ALL. Representative plots of cell subsets are shown. These exhibited the accumulation of DP-positive and/or CD8-positive tumoral T cells. Thymus, spleen, and bone marrow from a control littermate wild-type (WT) mouse are shown for reference. The flow cytometric images are representative of 32 mice analyzed. **(D)** Flow cytometric analysis of B-cell subsets in the peripheral blood (PB) and bone marrow (BM) of diseased ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice with B-ALL. Representative plots of the cell subsets are shown. These exhibited the accumulation of CD19^+^B220^+^IgM^+^CD25^±^ positive tumoral B-cells. The PB and BM from a control littermate WT mouse are shown for reference. Flow cytometric images are representative of 32 mice analyzed.

**FIGURE 4:**
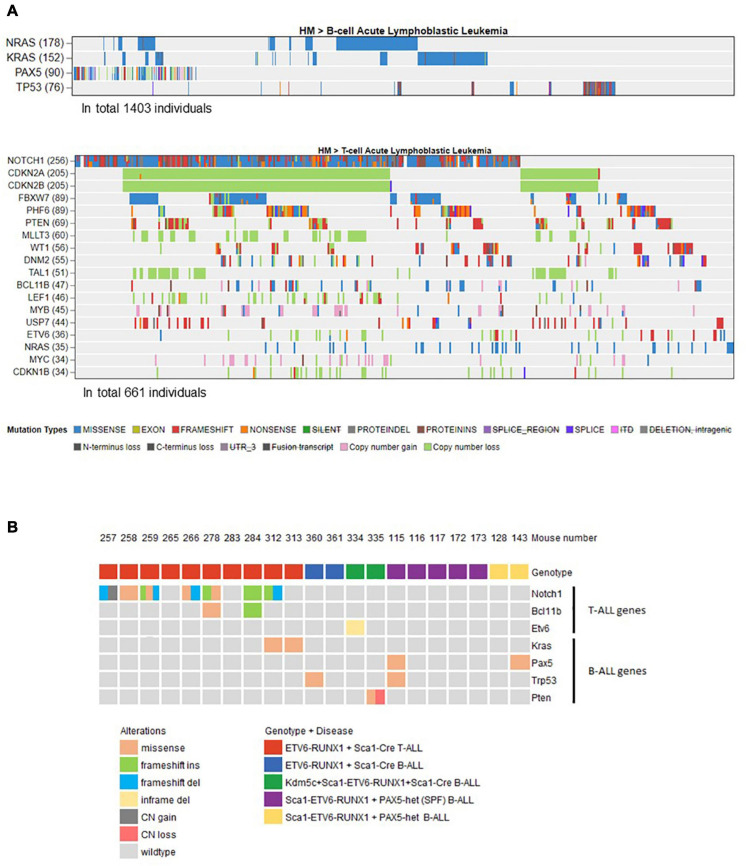
Overview of the mouse tumor mutations associated with human B- or T-ALL identified by whole-exome sequencing. **(A)** Using the online available data from St. Jude Cloud PeCan (https://pecan.stjude.cloud/), we preselected a set of genes associated with human B- (*n* = 1,403) or T-ALL (*n* = 661). Only mutated genes with at least 5% frequency (somatic mutations or copy number variations) in B- or T-ALL were included and used to filter mouse mutations that only occur in those. **(B)** Oncoprint representation of mouse mutations associated with human B- or T-ALL identified by whole-exome sequencing. Whole-exome sequencing analysis of tumor and control samples in *ETV6-^*ETV*6–RUNX1^* + *Sca1-Cre*, Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre, and Sca1-*ETV6-RUNX1* + *Pax5-het* mice leukemias. Tumor DNA was derived from whole bone marrow in B-ALL samples, and in the case of T-ALL, either thymus or spleen was used, while tail DNA of the respective mouse was used as a reference germline material. Tumor-specific somatic mutations were determined by *mutect* and *varscan* analysis. The color code indicates the type of alteration and the genotype of the leukemic mouse in each case. SPF, specific pathogen-free.

### *ETV6-RUNX1* B-ALL Is Not Triggered by the Second Hit at the Committed B-Cell Stage

We next addressed whether the transformation of *ETV6-RUNX1* preleukemic cells can be triggered by the introduction of a second hit in committed B-cells. To this end, *Kdm5c* loss, previously identified to be missense mutated in the murine *ETV6-RUNX1*+ B-ALL and in human relapse ETV6-RUNX1+ B-ALL (Rodriguez-Hernandez et al., 2017a), was introduced in the B-cell compartment of Sca1*-ETV6-RUNX1* mice by crossing with a targeted Kdm5c^*f/wt*^ mouse line obtained from a public repository (EMMA). This allowed a Cre-dependent *Kdm5c* deletion of exons 15–17 in the precursor B-cell lineage by crossing with an *Mb1-Cre* mouse strain. We monitored the cohorts of Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Mb1-Cre and control WT mice born and kept in the SPF environment throughout their lifespans (*n* = 22; followed up to 2 years) (Figures 1E, 5A and Supplementary Table 1). None of the Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Mb1-Cre mice developed B-ALL. However, *Kdm5c* loss resulted in B-cell-specific toxicity because, in a significant proportion of Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Mb1-Cre mice (4/11; 36.3%), B-cells were lacking (Figure 5B and Supplementary Figure 8). The lack of B-ALL in Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Mb1-Cre mice suggests that *Kdm5c* loss-of-function at the B-cell stage does not contribute to the malignant transformation of an *ETV6-RUNX1*+ preleukemic clone.

**FIGURE 5:**
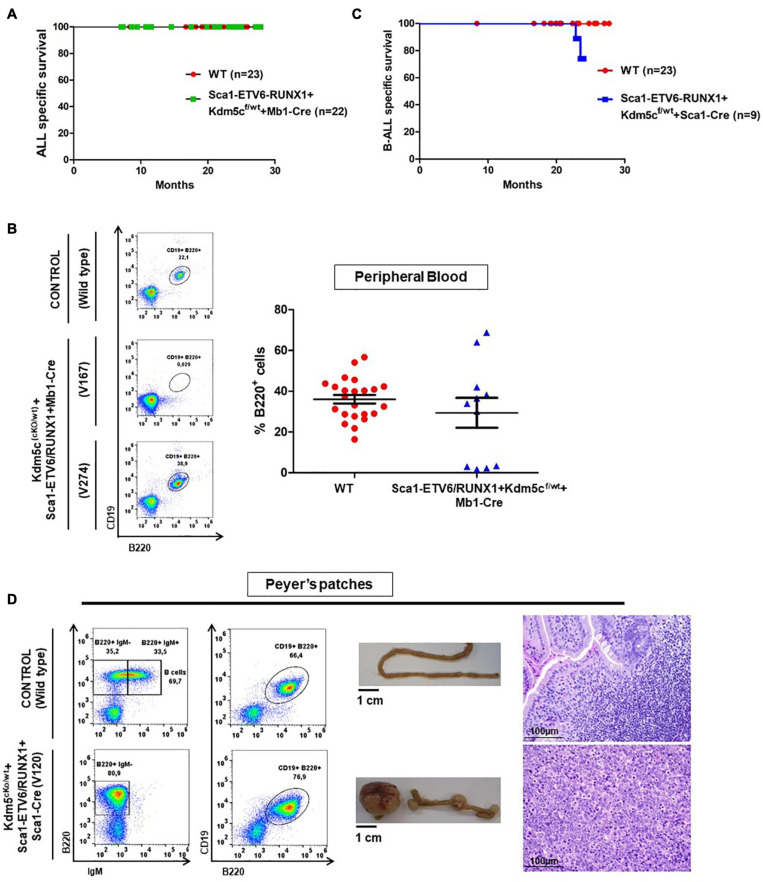
*Kdm5c* loss-of-function in hematopoietic stem cells contributes to the clonal evolution of an ETV6-RUNX1 preleukemic clone to B-ALL without the need of infection exposure. **(A)** Leukemia-specific survival of Sca1-ETV6/RUNX1 + Kdm5c^f/wt^ + Mb1-Cre (*n* = 22) compared to control littermate WT mice (red points, *n* = 23). **(B)** Peripheral blood fluorescence-activated cell sorting analysis in Sca1-ETV6/RUNX1 + Kdm5c^*f/wt*^ + Mb1-Cre (*n* = 11) compared to age-matched (6 months old) control wild-type (WT, *n* = 23) mice. The B-cell defect does not have a complete penetrance in Sca1-ETV6/RUNX1 + Kdm5c^*f/wt*^ + Mb1-Cre mice. **(C)** Leukemia-specific survival of Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre (blue line, *n* = 9), showing a not significantly (log-rank test *p*-value = 0.1695) shortened lifespan compared to control littermate WT mice (red line, *n* = 23) as a result of B-ALL development. **(D)** Flow cytometric analysis of B-cell subsets in the Peyer’s patches of diseased Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre mice with B-ALL. Representative plots of cell subsets are shown. These exhibited the accumulation of CD19^+^B220^+^IgM^–^ -tumoral B-cells. The flow cytometric images are representative of nine mice analyzed. The accumulation of tumoral B-cells can be observed macroscopically (image of the small intestine is shown) and microscopically (hematoxylin and eosin staining of the infiltrated tissue). WT mouse is shown for reference in each case. Images are photographed at ×400 magnification.

### *ETV6-RUNX1* B-ALL Is Triggered by the Second Hit at the HS/PC Stage

To test if B-ALL can be specifically triggered by a second hit at the stem cell or early progenitor stage, we introduced *Kdm5c* loss into Sca1*-ETV6-RUNX1* mice by crossing with Kdm5c^*f/wt*^ mice (Figure 1D). *Kdm5c* loss-of-function in HSCs, in contrast to B-cells, did not adversely affect B-cell development (Supplementary Figure 9).

B-ALL development (22%; two out of nine) was observed in the generated Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre mice born and kept in the SPF environment (*n* = 9; observed for up to 2 years) (Figure 5C and Supplementary Table 1). By contrast, Sca1-*ETV6-RUNX1* mice never develop B-ALL under SPF conditions (Rodriguez-Hernandez et al., 2017a). Due to the low incidence of the B-ALL disease, the overall survival of Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre was not significantly reduced compared to WT mice [*p*-value = 0.1695; log-rank (Mantel–Cox) test Figure 5C]. The leukemia onset in *Sca1-ETV6-RUNX1* + *Kdm5cf^/wt^* + *Sca1-Cre* mice housed in SPF conditions was similar to the one arising in *Sca1-ETV6-RUNX1* mice exposed to infection (Rodriguez-Hernandez et al., 2017a), indicating that loss of *Kdm5c* may be involved in the leukemogenesis of *ETV6-RUNX1*+ ALL but is not the main second hit critical for disease development. Sca1-*ETV6-RUNX1* + Kdm5c^*f/wt*^ + Sca1-Cre B-ALLs displayed clonal immature BCR rearrangement (Supplementary Figure 10), and FACS analysis revealed a CD19^+^B220^+^IgM^–^ cell surface phenotype of the tumor cells in BM, PB, and spleen (Supplementary Figure 11) with the capability to infiltrate other tissues like the spleen, liver, and small intestine (Figure 5D and Supplementary Figure 12).

### The Second Hit Determines the Cell Fate of *ETV6-RUNX1-*Positive Leukemia

Whole-exome sequencing of Sca1-*ETV6-RUNX1* + *Kdm5c^*f/wt*^* + *Sca1-Cre* B-ALL (*n* = 2; Figure 4) showed an overlap with genes or pathways mutated in B-ALL and an absence of T-ALL-specific mutations, such as *Notch1*. Our data, therefore, indicated that second molecular alterations may confer cell identity to *ETV6-RUNX1*+ leukemia. To corroborate this hypothesis, we tested whether the heterozygous loss of *Pax5* (*Pax5-het*), a common second hit identified in murine and human B-ALL-associated *ETV6-RUNX1* (Heltemes-Harris et al., 2011; Papaemmanuil et al., 2014; Martin-Lorenzo et al., 2018), would restrict the tumor cell type to B-ALL in Sca1-*ETV6-RUNX1* mice, similarly to *Kdm5c* loss. We generated Sca1-*ETV6-RUNX1* + Pax5-het mice in an SPF environment to avoid the induction of second hits due to the exposure to infections (Figure 1C). Double Sca1-ETV6-RUNX1 + Pax5-het mice developed B-ALL (62.5%; five out of eight); as a result, they had shorter lifespans than their WT, Pax5-het, and Sca1-*ETV6-RUNX1* littermates [Figure 6A; *p* < 0.0001; log-rank (Mantel–Cox) test] when kept in an SPF environment. Pax5-het mice alone or Sca1-ETV6-RUNX1 mice never develop B-ALL in an SPF facility (Martin-Lorenzo et al., 2015; Rodriguez-Hernandez et al., 2017a). Thus, the combination of the first hit “Sca1-ETV6-RUNX1” and the second hit “Pax5-het” is what leads to B-ALL development without the need of exposure to infections as the second hit is already present. FACS analysis revealed a CD19^+^B220^+^IgM^–^ cell surface phenotype of the tumor cells. They extended into the BM, PB, and spleen, infiltrated other tissues, and displayed clonal immature BCR rearrangements (Figure 6B, Supplementary Figure 13, and Supplementary Figure 14). Whole-exome sequencing of Sca1-*ETV6-RUNX1* + *Pax5-het* B-ALL (Figure 4) showed mutations affecting the Pax5 gene.

**FIGURE 6:**
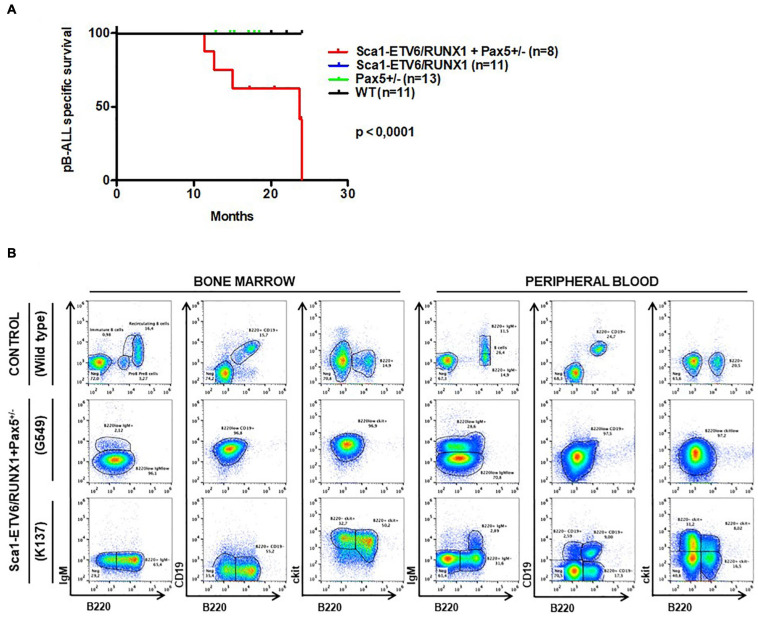
*Pax5-loss* triggers ETV6-RUNX1 preleukemic transformation without need of infection exposure. **(A)** Leukemia-specific survival of Sca1-*ETV6-RUNX1* + Pax5-het mice (red line, *n* = 8), showing a significantly (log-rank test *p*-value = 0.0001) shortened lifespan as a result of B-ALL development compared to control littermate WT mice (black line, *n* = 11), Pax5-het mice (green line, *n* = 13), and Sca1-*ETV6-RUNX1* mice (blue line, *n* = 11). **(B)** Flow cytometric analysis of B-cell subsets in the bone marrow and peripheral blood of diseased Sca1-*ETV6-RUNX1* + Pax5-het mice with B-ALL. Representative plots of cell subsets are shown. These exhibited the accumulation of CD19^±^B220^+^cKit^±^IgM^–^ tumoral B-cells.

If the nature of the second hit confers tumor cell identity to *ETV6-RUNX1*+ leukemia, we hypothesized that *ETV6-RUNX1*+ B-ALLs triggered by the loss of either Pax5 or Kdm5c should differ from one another. To analyze this, we used RNA sequencing (RNA-Seq) and compared the gene expression patterns. We examined leukemic cell populations from B-ALL (*n* = 2) and T-ALL (*n* = 8) from ETV6-^*ETV*6–RUNX1^ + Sca1-Cre mice, B-ALL (*n* = 2) from Sca1-ETV6-RUNX1 + Kdm5c^*f/wt*^ + Sca1-Cre mice (*n* = 2), B-ALL (*n* = 3) from Sca1-ETV6-RUNX1 + Pax5-het mice, and B-ALL (*n* = 4) from Pax5-het mice (Martin-Lorenzo et al., 2015). We used WT FACS-sorted pro-B-cells (*n* = 4) and thymus T-cells (*n* = 4) as controls. 

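The RNA came from blast cells of the leukemic mice, from sorted pro-B-cells and from thymus, and the 27 libraries are numbered here from 1 to 27 as in Figure 7B. Libraries 1 to 8 are T-ALL and libraries 9 and 10 are B-ALL of the ETV6-RUNX1 + Sca1-Cre mice (ETV6-RUNX1 Sca1-Cre). Libraries 26 and 27 are B-ALL of the Sca1-ETV6-RUNX1 + Kdm5c f/wt + Sca1-Cre mice (ETV6-RUNX1 Kdm5c-het), libraries 11 to 13 are Sca1-ETV6-RUNX1 + Pax5-het B-ALL (ETV6-RUNX1 Pax5-het), and libraries 14 to 17 are Pax5-het B-ALL. Libraries 18 to 21 are WT pro-B-cells and libraries 22 to 25 are WT T-cells. Each library is 1 sample, and no pair of libraries held the same values throughout.
The authors aligned trimmed reads to GRCm38 with STAR and then Bowtie 2, estimated the expression of each gene with Partek's expectation-maximization algorithm, and deposited CPM, read numbers scaled to a fixed total per library, for 31415 genes. Reads that fit several genes are shared out by that algorithm, so these values are not whole read counts. The smallest step between low values gives the worth of 1 read and from it the depth, which ran from 36.6 to 71.7 M reads per library, so that 1 CPM stood for 36.6 to 71.7 reads. The median depth was 41.7 M reads in T-ALL (39.4 to 49.1), 41.9 in ETV6-RUNX1 Sca1-Cre B-ALL (41.4 to 42.4), 50.9 in ETV6-RUNX1 Kdm5c-het B-ALL (36.6 to 65.1) and 45.6 in ETV6-RUNX1 Pax5-het B-ALL (41.2 to 71.7). It was 44.7 M reads in Pax5-het B-ALL (42.6 to 46.4), 42.3 in WT pro-B-cells (40.3 to 47.6) and 50.9 in WT T-cells (43.0 to 59.4). Between 81.8% and 85.0% of the values under 2000 reads came out as whole reads, so these depths are estimates.
The listed genes of a library summed to between 35.8% and 62.5% of the total to which CPM are scaled. CT010467.1, a ribosomal RNA gene on chromosome 17 of GRCm38 from 39846353 to 39848827, held 23.4% of the reads of library 12 and 21.1% of those of library 27, against 10.6% or less in each of the other libraries. CPM divides by all reads, so reads on this gene lower the values of the other genes. Median-of-ratios factors, computed over 8496 genes, ranged from 0.291 in library 12 and 0.397 in library 27 to 1.49 in library 7, and values rescaled by them are given where a result depends on the scaling.
Expression was tested as log2(CPM + 1) with limma, fitted only to the groups compared, over the 14142 genes with a mean of at least 1 CPM. A gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a fold change of at least 2, the thresholds of Figure 7C. Fold changes on the log2(CPM + 1) scale understate the change of genes with few reads.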

The data were analyzed by principal component analysis (PCA) as a measure of the overall similarity between samples (Figure 7A). As expected, unsupervised PCA clearly separated ETV6-RUNX1+ B-ALL from T-ALL into distinct clusters (Figure 7A). 

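The first 3 principal components of the 19 leukemias, computed on centred and unscaled genes, held 34.2%, 20.6% and 11.7% of the variance. On these components the mean silhouette width of T-ALL (n = 8) against B-ALL (n = 11) was 0.424, where 1 is complete separation and 0 is none (one-sided exact permutation test over 75582 splits, p = 1.32e-05, the smallest p these splits allow). The width fell most, to 0.233 (one-sided exact permutation test, p = 0.000595), with genes scaled to unit variance and genes listed at 0 removed, a setting chosen after the values were seen.
In the direct comparison of T-ALL (n = 8) with B-ALL carrying ETV6-RUNX1 (n = 7), 2791 genes were called, 2022 higher and 769 lower in T-ALL. With median-of-ratios scaling the number was 2168 and the split turned over, with 783 higher and 1385 lower. The median log2 fold change of all genes tested was 0.48 before that rescaling and -0.03 after it.
Notch1 (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) was at 476 ± 133 CPM (SD, n = 8) in T-ALL and 22.2 ± 12.9 CPM (SD, n = 7) in ETV6-RUNX1 B-ALL. Its log2 fold change of 4.54 (standard error 0.383, limma adjusted p = 7.94e-08) was 4.06 above the median gene. Pax5 (ENSMUSG00000014030, chromosome 4 from 44524757 to 44710487) was at 0.928 ± 0.893 CPM (SD, n = 8) in T-ALL and 137 ± 117 CPM (SD, n = 7) in ETV6-RUNX1 B-ALL, a log2 fold change of -5.12 (standard error 0.745, limma adjusted p = 6.66e-05). Every T-ALL library lay above every ETV6-RUNX1 B-ALL library for Notch1 and below every one for Pax5.
Among genes whose groups did not overlap in any library, the highest log2 fold changes were those of Dntt (6.99), Syt13 (6.69) and Arpp21 (6.27), and the lowest those of Wdfy4 (-5.90), H2-Ea-ps (-5.27) and Mef2c (-5.20). H2-Ea-ps is annotated as a polymorphic pseudogene, and its value is uncertain because related genes can share its reads. All 6 kept their direction with median-of-ratios scaling.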

Remarkably, B-ALLs were also clearly separable based on the second hit (Figures 7A–C and Supplementary Table 2). 

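The targeted genes were read first. Pax5 was at 244, 4.04 and 7.45 CPM in the ETV6-RUNX1 Pax5-het libraries 11, 12 and 13, and at 133, 109, 9.56 and 324 CPM in the Pax5-het libraries 14 to 17. It was at 257 and 232 CPM in the ETV6-RUNX1 Sca1-Cre libraries 9 and 10, at 182 and 30.7 CPM in the ETV6-RUNX1 Kdm5c-het libraries 26 and 27, and at 409 ± 135 CPM (SD, n = 4) in WT pro-B-cells. The difference between B-ALL labelled with Pax5 loss (n = 7) and without (n = 4) was within the spread of the libraries. Its log2 fold change was -1.53 (standard error 1.07, limma adjusted p = 0.716), so the grouping rests on the labels and not on the Pax5 transcript. Against WT pro-B-cells, Pax5 was lower with Pax5 loss, at a log2 fold change of -3.06 (standard error 1.02, limma adjusted p = 0.0487). It stayed called in 4 of the 11 fits that each left out 1 library. The paper also reports Pax5 mutations by exome sequencing of ETV6-RUNX1 Pax5-het B-ALL, which were not analysed here.
On the first 3 principal components of the 11 B-ALL, the mean silhouette width of the libraries labelled with Pax5 loss against those without was 0.276 (one-sided exact permutation test over 330 splits, p = 0.00606). With genes scaled to unit variance it was 0.177 (one-sided exact permutation test, p = 0.0697). Average-linkage clustering of the 19 leukemias on 1 minus Pearson's r over 1415 genes gave 3 clusters equal to T-ALL, B-ALL without and B-ALL with Pax5 loss, an adjusted Rand index of 1 (one-sided permutation test with 100000 permutations, p = 1e-05, the smallest p they can give). The 11 B-ALL alone gave the same division into 2 clusters (adjusted Rand index 1, one-sided exact permutation test over 330 splits, p = 0.00303, the smallest p possible). The division by genotype and the cut into 3 are also those of Figure 7B, which clustered these same libraries. The p-values for this division are therefore not independent of the paper's clustering. With complete linkage the ETV6-RUNX1 Pax5-het libraries 12 and 13 joined the B-ALL without Pax5 loss in both clusterings, and the index fell to 0.756 for the 3 clusters (one-sided permutation test with 100000 permutations, p = 1e-05) and to 0.344 for the 2 (one-sided exact permutation test, p = 0.0606).
Between the B-ALL labelled with Pax5 loss and those without, 546 genes were called, 277 higher and 269 lower with Pax5 loss. The number was 264 to 760 with each library left out in turn, 994 with median-of-ratios scaling, and 178 with an equal-variance linear model without moderation and Storey q-values. Pax5 loss is not the only genetic difference between these groups. The Pax5-het B-ALL lack ETV6-RUNX1, and Sca1-Cre is carried only by the B-ALL without Pax5 loss. Exposure to infection also differed between the kinds within each group. The design cannot part these from Pax5 loss. Ms4a1 (ENSMUSG00000024673, chromosome 19 from 11249675 to 11266241), the gene of the B-cell antigen CD20, was at 4.87 ± 5.76 CPM (SD, n = 7) with Pax5 loss and 735 ± 387 CPM (SD, n = 4) without, a log2 fold change of -7.44 (standard error 0.749, limma adjusted p = 3.56e-05). Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), which encodes Sca1, was at 9.61 ± 14.6 CPM (SD, n = 7) and 132 ± 82.7 CPM (SD, n = 4), a log2 fold change of -4.29 (standard error 0.728, limma adjusted p = 0.00272). By the rule of groups that do not overlap, Cxcr5 and Fcmr were the next lowest genes, at log2 fold changes of -5.42 and -5.41, and Adgrg3 (4.59), Spp1 (4.22) and Emp1 (4.22) were the highest. Cd3e was also lower with Pax5 loss, with a log2 fold change of -2.42 (standard error 0.429, limma adjusted p = 0.00367), and 52.3% of 88 genes of WT T-cells were at least 2-fold higher in the B-ALL without Pax5 loss than in WT pro-B-cells (26.1% to 60.2% in the single libraries).

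**Figure D1:**
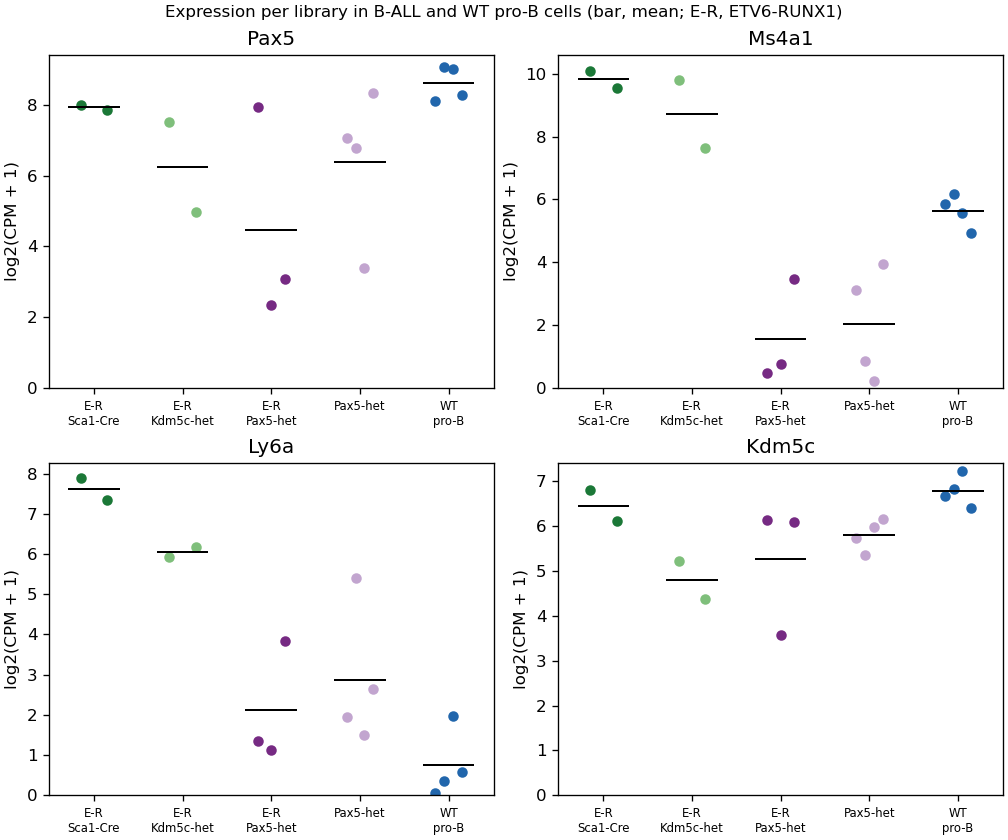
Expression of Pax5, Ms4a1, Ly6a and Kdm5c as log2(CPM + 1) in each library of the 4 kinds of B-ALL and of WT pro-B-cells, with a point for each library and a bar for the mean. Ms4a1 lies between 199 and 1102 CPM in the 4 libraries without Pax5 loss and at 14.3 CPM or less in the 7 with it, while the Pax5 values of the groups overlap.

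Against WT pro-B-cells (n = 4), 1826 genes were called in the B-ALL without Pax5 loss (n = 4), 861 higher and 965 lower, and 2368 in the B-ALL with Pax5 loss (n = 7), 1118 higher and 1250 lower. With median-of-ratios scaling these were 2761, of which 1740 were higher, and 3245, of which 2049 were higher. Both groups shared 963 genes, 952 of them changed in the same direction, leaving 863 called only without and 1405 only with Pax5 loss. The 2 lists rest on the same 4 WT pro-B libraries and are not independent, so the overlap was not set against chance. A gene called in one group and not in the other is not thereby shown to differ between them. Rag1 (ENSMUSG00000061311, chromosome 2 from 101638282 to 101649501) had the lowest log2 fold change without Pax5 loss, -10.3 (standard error 0.384, limma adjusted p = 1.58e-08), from 1674 ± 486 CPM (SD, n = 4) in WT pro-B-cells to 0.302 ± 0.294 CPM (SD, n = 4). Reln had the lowest with Pax5 loss, at -7.55 (standard error 0.421, limma adjusted p = 5.78e-08).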

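The distance between a pair of libraries was taken as 1 minus Pearson's r over the genes with the highest standard deviation among the leukemias. The ETV6-RUNX1 Pax5-het libraries 11 to 13 lay at a mean distance of 0.375 from the 4 Pax5-het B-ALL, of 0.584 from the 2 ETV6-RUNX1 Sca1-Cre B-ALL and of 0.544 from the 2 ETV6-RUNX1 Kdm5c-het B-ALL. They were nearer to the Pax5-het B-ALL than to the other 4 by 0.189 (two-sided exact permutation test over 70 splits, p = 0.0286, the smallest p possible). The ETV6-RUNX1 Pax5-het libraries lay 0.438 from one another, with a range from 0.161 to 0.616.
The ETV6-RUNX1 Kdm5c-het libraries 26 and 27 lay at a mean distance of 0.296 from the ETV6-RUNX1 Sca1-Cre B-ALL, which was 0.266 nearer than their distance to the 7 B-ALL labelled with Pax5 loss (two-sided exact permutation test over 36 splits, p = 0.0278, the smallest p these splits allow). The distance between libraries 26 and 27 themselves was 0.289. The smallest margin was that of library 13, at a mean of 0.433 from the other B-ALL with Pax5 loss and 0.540 from those without.

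**Figure D2:**
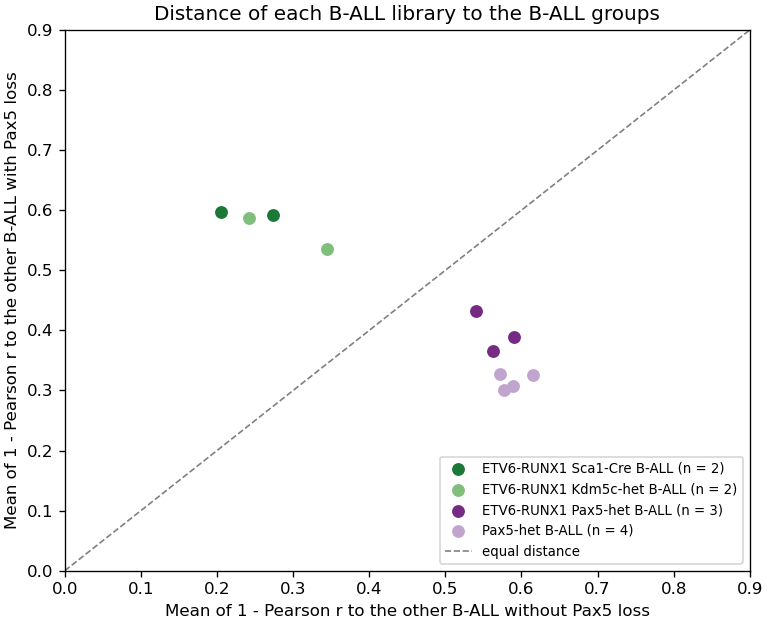
Mean distance (1 minus Pearson's r, no unit) of each of the 11 B-ALL libraries to the other B-ALL without Pax5 loss (horizontal axis) and with Pax5 loss (vertical axis), with equal distances on the dashed line. Each library lies on the side of its own group, the 4 without Pax5 loss at 0.205 to 0.345 from one another and the 7 with it at 0.301 to 0.433.

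Kdm5c (ENSMUSG00000025332, chromosome X from 152233020 to 152274535) was at 36.5 and 19.7 CPM in libraries 26 and 27 and at 111 and 67.5 CPM in the ETV6-RUNX1 Sca1-Cre libraries 9 and 10, a log2 fold change of -1.65 (standard error 0.871, limma adjusted p = 0.593). With median-of-ratios scaling the log2 fold change was -0.75. It was at 10.8 CPM in library 12 and between 39.6 and 69.9 CPM in the other B-ALL labelled with Pax5 loss.
Between ETV6-RUNX1 Pax5-het (n = 3) and Pax5-het B-ALL (n = 4) no gene was called (0), and 805 had an unadjusted p under 0.05. All counts given at an unadjusted p under 0.05 also required a fold change of at least 2. The count ran from 0 to 1522 in the 7 fits that each left out 1 library. The 0 therefore does not show that these groups are alike. Between ETV6-RUNX1 Kdm5c-het and ETV6-RUNX1 Sca1-Cre B-ALL (n = 2 each) 351 genes were called, 30 higher and 321 lower, and 0 with median-of-ratios scaling, where 505 had an unadjusted p under 0.05. Between ETV6-RUNX1 Pax5-het (n = 3) and ETV6-RUNX1 Kdm5c-het B-ALL (n = 2) 13 genes were called, all lower with Pax5 loss, and 0 with median-of-ratios scaling, where 1167 had an unadjusted p under 0.05. Among the 13, Ms4a1 was lowest at a log2 fold change of -7.16 (standard error 1.19, limma adjusted p = 2.61e-05). Igkv6-15 and Cxcr5 followed at -5.63 and -5.45, each still called in 1 of the 3 fits that left out 1 library. Igkv6-15 is uncertain because immunoglobulin segments can share reads. In both comparisons with ETV6-RUNX1 Kdm5c-het B-ALL, limma took each gene's variance from the trend over all genes. Their standard errors and p-values therefore do not measure the spread of the single gene. With median-of-ratios scaling Ms4a1 had a limma adjusted p of 0.170.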

Sca1-ETV6-RUNX1 + Pax5-het B-ALL clustered together with B-ALL that originated as a result of *Pax5* loss (Martin-Lorenzo et al., 2015), whereas Sca1-ETV6-RUNX1 + Kdm5c^*f/wt*^ + Sca1-Cre B-ALL clustered with ETV6-^*ETV*6–RUNX1^ + Sca1-Cre B-ALL. Collectively, our data indicate that ETV6-RUNX1+ ALL originates from preleukemic hematopoietic precursor cells and that the second hit further determines cell identity and tumor subtype.

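The Venn diagrams set these leukemias against their controls. In T-ALL (n = 8) against WT T-cells (n = 4), 3423 genes were called, 2539 higher and 884 lower, and with median-of-ratios scaling 2862, of which 1099 were higher and 1763 lower. In B-ALL carrying ETV6-RUNX1 (n = 7) against WT pro-B-cells (n = 4), 1054 genes were called, 325 higher and 729 lower, and with median-of-ratios scaling 2159, of which 1269 were higher. T-ALL and ETV6-RUNX1 B-ALL shared 227 genes where chance gives 255.1, of which 152 changed in the same direction and 75 in opposite directions. With median-of-ratios scaling they shared 598 genes where chance gives 436.9, of which 465 changed in the same direction, so whether the overlap lies below or above chance depends on the scaling. In ETV6-RUNX1 Sca1-Cre B-ALL alone (n = 2) 3339 genes were called, 2292 higher and 1047 lower, and 1035 of them were shared with T-ALL where chance gives 808.2.
In T-ALL, Gfra1 had the highest log2 fold change, 6.07 (standard error 0.644, limma adjusted p = 4.56e-05), and Dgkeos the lowest, -4.84 (standard error 0.171, limma adjusted p = 1.76e-09). Dgkeos is annotated as antisense, and its value is uncertain where the counting does not use strand. In ETV6-RUNX1 B-ALL, Ttn was highest at 6.60 (standard error 0.530, limma adjusted p = 1.69e-06) and Rag1 lowest at -9.30 (standard error 1.14, limma adjusted p = 7.69e-05). Ebf1 (ENSMUSG00000057098, chromosome 11 from 44617317 to 45008091) was at 71.2 ± 72.1 CPM (SD, n = 7) in ETV6-RUNX1 B-ALL and 387 ± 86.8 CPM (SD, n = 4) in WT pro-B-cells, a log2 fold change of -3.40 (standard error 0.951, limma adjusted p = 0.0383), and it stayed called in 5 of the 11 fits that each left out 1 library.
The paper had reasoned that B-ALL with loss of Pax5 and B-ALL with loss of Kdm5c should differ in expression if the second hit gives the leukemia its identity. From all of its data, of which these expression profiles are a part, it proposes that this is so and that the disease starts in preleukemic precursors.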

**FIGURE 7:**
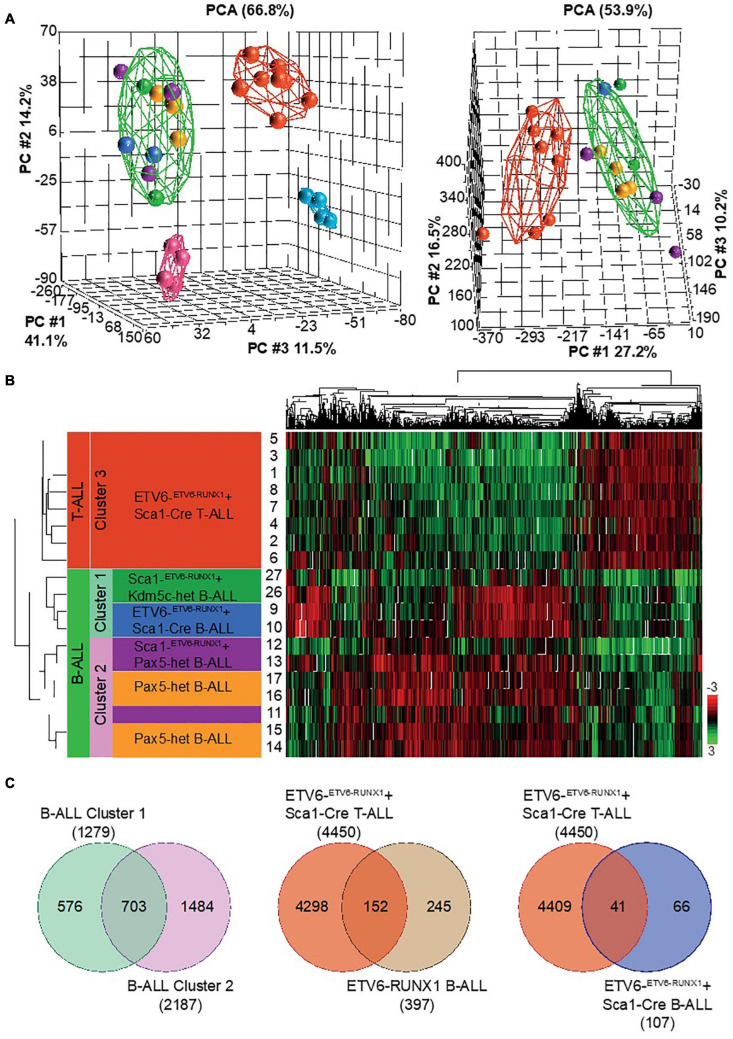
RNA sequencing (RNA-Seq) to globally quantify the similarity between Kdm5c-driven and Pax5-driven B-ALL-associated ETV6-RUNX1. We examined leukemic cell populations from B-ALL (*n* = 2) and T-ALL (*n* = 8) leukemias from ETV6-^*ETV*6– *RUNX*1^ + Sca1-Cre mice, B-ALL (*n* = 2) from Sca1-ETV6-RUNX1 + Kdm5c^*f/wt*^ + Sca1-Cre mice (*n* = 2), B-ALL (*n* = 3) from Sca1-ETV6-RUNX1 + Pax5-het mice, and B-ALL (*n* = 4) from Pax5-het mice. We used wild-type (WT) FACS-sorted pro-B-cells (*n* = 4) and thymus T-cells (*n* = 4) as controls. **(A)** Principal component analysis of mouse leukemias with (left) and without (right) controls. The spheres are colored based on genetic background: ETV6-^*ETV*6–RUNX1^ + Sca1-Cre T-ALL 

, ETV6-^*ETV*6–RUNX1^ + Sca1-Cre B-ALL 

, Pax5-het B-ALL 

, Sca1-^*ETV*6–RUNX1^ + Kdm5c-het B-ALL 

, Sca1-^*ETV*6–RUNX1^ + Pax5-het B-ALL 

, WT T cells 

, and WT pro-B-cells 

. Broad disease terms were used to generate elipses around T-ALL 

, B-ALL 

, WT T cells 

, and WT pro-B-cells 

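Of the 31415 genes listed, 14142 had a mean of at least 1 CPM, and 10% of these are 1415 genes. Removing in addition the 1006 genes that are listed at 0 in any library left 13136 genes, of which 10% are 1314.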

. **(B)** Unsupervised hierarchical clustering of top 10% genes based on highest standard deviation (*n* = 1,314) and clustered using Pearson’s dissimilarity algorithm. The samples were divided into three clusters based on dendrogram distances. **(C)** Venn diagrams showing genes in common. *T*-tests were performed by comparing grouped ALL tumors against an appropriate control. Significance was determined based on a fold change ± 2 and a false discovery rate *q*-value ≤ 0.05.

## Discussion

*ETV6-RUNX1* is associated with the most common subtype of childhood leukemia. However, the incidence of the *ETV6-RUNX1* fusion is about 100-fold higher than the incidence of *ETV6-RUNX1*+ B-ALL in children (Mori et al., 2002; Schafer et al., 2018), and a specific environmental context seems to be necessary to turn preleukemic cells into overt leukemia (Greaves, 2018; Cobaleda et al., 2021a,b). Indeed we have recently presented *in vivo* genetic evidence showing the clonal evolution of an *ETV6-RUNX1* preleukemic clone to an irreversibly transformed state after a natural infection exposure (Rodriguez-Hernandez et al., 2017a). These and other findings suggest that B-ALL in genetic carriers might be a preventable disease (Martin-Lorenzo et al., 2015; Rodriguez-Hernandez et al., 2017a,b, 2019; Cobaleda et al., 2021a,b). To develop methods for the potential prevention of the disease onset, it would be necessary to first understand the sequential events leading to B-ALL. However, the initial steps of the disease usually pass unnoticed in children, and at the time of diagnosis, the deconvolution of the timing of sequential events leading to B-ALL is hampered by the presence of a wide range of accumulated oncogenic driver and bystander mutations. Therefore, we used genetically engineered mice to specifically address this question and to model the early steps of the disease.

Currently, a two-hit model of *ETV6-RUNX1* leukemogenesis is assumed, namely: (I) ETV6-RUNX1 creates a preleukemic cell pool and (II) secondary events cooperate and transform committed pre-B-cells (Greaves, 2018; Cobaleda et al., 2021a,b). A preleukemic cell pool was created when the *ETV6-RUNX1* fusion gene was introduced into human cord blood cells (Hong et al., 2008) or murine HSCs (Schindler et al., 2009), but the fusion gene alone was not sufficient to cause leukemic transformation. A recent work shows that a preleukemic cell pool can also be generated by introducing *ETV6-RUNX1* into a developmentally restricted B-cell progenitor unique to early embryonic life (Boiers et al., 2018). The preleukemic oncogenic lesion is stably maintained as a single alteration in an abnormal cell population and will only cause leukemia when a cooperating second hit occurs.

Extending previous studies, we provide clear evidence that *ETV6-RUNX1* fails to induce B-ALL when expressed in committed B-cells regardless of a cooperating second hit (natural infection). Under the same conditions, *ETV6-RUNX1* expressed in hematopoietic progenitors readily induces leukemia if the mice are kept in a natural infection environment or if a second mutation (*Kdm5c* or *Pax5* loss) occurs in close succession. Transformation fails when this second hit occurs at a later stage. This was demonstrated by a targeted loss of *Kdm5c* in committed B-cells. Taken together, *ETV6-RUNX1* expression and a second genetic or environmental hit must occur at the hematopoietic progenitor stage for leukemic transformation to take place.

Our data further demonstrate that the presence of ETV6-RUNX1 is necessary for the early stages of transformation but that the final tumor phenotype is determined by the second hit experienced by the hematopoietic/precursor experiences. Accordingly, ETV6-RUNX1-expressing hematopoietic progenitors gave rise to both T- and B-cell ALL in the presence of a natural infection environment. These T-ALLs presented with a mutational landscape similar to human T-ALL, including *Notch1* mutations. Although ETV6-RUNX1 is always associated to B-ALL development in humans, the preleukemic cell of origin in children seems to have T-cell potential. Common ancestral clones containing partial TCR rearrangements have been identified through single-cell sequencing of ETV6-RUNX1 ALL in monochorionic twins (Alpar et al., 2015). Why this type of childhood ALL is restricted to B-ALL is still unclear. Remarkably, *Notch1* mutations that direct toward a T-ALL fate are not observed in human ETV6-RUNX1+ leukemias (Papaemmanuil et al., 2014).

In our models, a B-cell tumor fate could be determined by the targeted loss of either *Kdm5c* or *Pax5*, even without additional environmental infection exposure, but these two secondary mutation events do not have the same relevance in the development of B-ALL according to the result presented in this study. Loss of *Kdm5c* may be involved in the leukemogenesis of ETV6/RUNX1+ ALL, but it is doubtful whether it is a main second hit driving leukemia, as in humans it has been only observed in a relapse sample (Rodriguez-Hernandez et al., 2017a). Additionally, the onset of the disease in the *Sca1-ETV6-RUNX1* + *Kdm5cf^/wt^* + *Sca1-Cre* mouse model (22%) should be earlier and more frequent than in the mouse that only has the first hit (*Sca1-ETV6-RUNX1 mice*) and, due to exposure to infections, acquires the second hit (10.75%) (Rodriguez-Hernandez et al., 2017a). On the contrary, the loss of *Pax5* is critical for ETV6/RUNX1+ B-ALL developed, as the onset of the disease in *Sca1-ETV6-RUNX1* + *Pax5-het* mice (62.5%) is drastically increased even in the absence of exposure to infections, compared to *Sca1-ETV6-RUNX1* mice (10.75%) and exposed to infections (Rodriguez-Hernandez et al., 2017a).

That these second hits determined clearly separable B-cell fates was indicated by a distinct cluster formation in RNA expression analysis. RNA sequencing further demonstrated that B-ALLs caused by loss of *Pax5* grouped closely together (*Sca1-ETV6-RUNX1* + Pax5-het mice and *Pax5-het* mice under infection exposure). These findings suggest that, in the presence of Pax5 loss, both *ETV6-RUNX1* and natural infection exposure trigger phenotypically similar B-ALLs. Taken together, our data demonstrate that ETV6-RUNX1 promotes tumorigenesis in a manner distinct from other more dominant oncogenes. ETV6-RUNX1 generates a pool of susceptible preleukemic cells with lymphoid developmental potential. The final disease phenotype is determined by the specific secondary hit. The rareness of the second hit at the specifically vulnerable progenitor state may explain the low penetrance of B-ALL in ETV6-RUNX1+ genetic carriers. Our findings have important implications for the understanding and potential therapeutic targeting of the preleukemic state in children.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) are as follows: Gene Expression Omnibus GSE141112.

## Ethics Statement

The animal study was reviewed and approved by Servicio de Trazabilidad e Higiene Ganadera de la Dirección General de Producción Agropecuaria e Infraestructuras Agrarias - Junta de Castilla y León - (Ref: 000186).

## Author Contributions

CV-D and IS-G designed the initial conception of the project. GR-H, AC-G, MI-H, DP, JR-G, SA-A, AO, OB, PP-M, SR, MG, and FG contributed to the development of the methodology. OB, MG, FG, and CV-D performed the pathology review. GR-H, DP, HH, TE, IS-G, and CV-D contributed to the analysis and interpretation of the data (e.g., statistical analysis, biostatistics, and computational analysis). GR-H, AC-G, MI-H, DP, JR-G, SA-A, AO, OB, PP-M, SR, MG, FG, HH, TE, IS-G, and CV-D prepared the manuscript. GR-H, IS-G, and CV-D contributed to the administrative, technical, or material support (i.e., reporting or organizing data and constructing databases). IS-G and CV-D supervised the study. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

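RNA sequencing of 27 libraries was analysed: ETV6-RUNX1 Sca1-Cre T-ALL (n = 8), ETV6-RUNX1 Sca1-Cre B-ALL (n = 2), ETV6-RUNX1 Kdm5c-het B-ALL (n = 2), ETV6-RUNX1 Pax5-het B-ALL (n = 3), Pax5-het B-ALL (n = 4), WT pro-B-cells (n = 4) and WT T-cells of the thymus (n = 4). Each library was given its condition from the sample labels, which have the same numbers and genotypes as Figure 7B. All libraries were used and no column of the table was left unused.

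The authors trimmed the reads at both ends, aligned them to GRCm38 with STAR and the unaligned reads with Bowtie 2, quantified genes of the Ensembl annotation with Partek's expectation-maximization algorithm, and deposited CPM per gene and library, which are read numbers scaled to a fixed total. The deposited table lists 31415 genes without a filter on expression. The paper removed genes with missing values or a mean expression under 1 and tested the rest gene by gene with Partek's default settings, to which an equal-variance linear model without moderation was taken as the nearest. Its methods do not say whether 0 CPM was treated as missing, but the 1314 genes the paper gives for Figure 7B are 10% of the 13136 genes left when those listed at 0 in any library are removed, while 10% of the genes with them is 1415. Its text does not say which libraries make up the ETV6-RUNX1 B-ALL of Figure 7C, or which linkage was used for clustering. Gene identifiers and positions were taken from the GENCODE annotation of GRCm38 by gene symbol, a different release of the annotation from the authors', so a gene's limits can differ.

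CPM are not counts, and count models were not used. Low values step by the worth of 1 read, which gave estimated depths of 36.6 to 71.7 M reads per library with a median of 43.3 M, and 81.8% to 85.0% of the values under 2000 reads came out as whole reads. One read was worth 0.0139 to 0.0273 CPM, so values near 0 rest on single reads. The spread between libraries is given as SD and covers biological and technical differences together. Removing genes listed at 0 in any library was an alternative here and not the main filter, and it drops 424 genes although one of the groups averages at least 10 CPM.

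Values were taken as log2(CPM + 1), and the 14142 genes with a mean of at least 1 CPM over the 27 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), fitted to the compared groups only and without covariates. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The ETV6-RUNX1 B-ALL group held the 7 libraries of the Sca1-Cre, Kdm5c-het and ETV6-RUNX1 Pax5-het B-ALL. Genes shared between comparisons were counted, and where the comparisons have different controls (T-ALL and B-ALL) set against the number chance gives for independent lists. limma was also tested on simulated data in which 200 of 14142 genes were changed 4-fold. The mean and SD of each gene came from the 4 WT pro-B libraries, so recovery may be lower among leukemias that vary more. Of the changed genes, limma recovered 92.5% with 4 against 4 libraries, 98.5% with 7 against 4 and 96.5% with 8 against 4. It recovered 82.0% with 3 against 4, 68.0% with 2 against 4, 55.5% with 3 against 2 and 0.0% with 2 against 2.

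Principal components were computed on centred, unscaled genes. Silhouette widths used Euclidean distance on the first 3 components with exact permutation tests, and clusters used average linkage on 1 minus Pearson's r over the 10% of genes with the highest standard deviation among the 19 leukemias. Tested on 20 simulated data sets with a split and 20 without, the silhouette test passed at 0.05 in 20 and in 2. The SD of each gene in these data sets also came from the WT pro-B libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used.

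Genes were named by a rule: every gene the paper names as mutated, targeted or used as a promoter, the genes of its flow cytometry antigens, and up to 3 genes with the highest and 3 with the lowest fold change in each comparison among those called whose groups did not overlap in any library, without predicted genes. Some genes this rule covers are not reported here. Of the 20 from the paper that are, 3 were called in T-ALL against WT T-cells, 9 in B-ALL without and 7 in B-ALL with Pax5 loss against WT pro-B-cells, 4 in ETV6-RUNX1 B-ALL and 11 in ETV6-RUNX1 Sca1-Cre B-ALL against the same cells. CT010467.1, Xist and Ddx3y are named outside this rule, and CT010467.1 was chosen after its values were seen.

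The grouping of the B-ALL followed the genotypes and the clusters of Figure 7B, which come from these same libraries. The design of each test, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were a pseudocount of 0.1, no pseudocount with genes listed at 0 removed, no filter on mean CPM, a mean of at least 5 CPM, CPM rescaled by median-of-ratios factors, removal of 439 immunoglobulin, T cell receptor and haemoglobin genes with rescaling, an equal-variance linear model without moderation and with Storey q-values, all 27 libraries in one fit, genes scaled to unit variance, the top 5% or 20% of genes, Spearman's rho, complete or Ward linkage, a marker mean as covariate, and leaving out each library in turn. Alternatives chosen after seeing the data combined the paper's gene filter, log scale and test, scaled genes together with removal of genes listed at 0, raised values below 0.01 CPM to 0.01, and tried each of 15 groupings of the B-ALL kinds. Flow cytometry, exome sequencing and survival were not analysed here.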

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

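The tests of cells other than leukemic B-cells that use median-of-ratios scaling, the test of scaling for the differences between T-ALL and B-ALL, and those of neutrophil RNA for Ly6g and of stage for mature B markers, were chosen only after the result was seen.

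Among 96 groups of 4 to 10 values (the genes named by the paper, CT010467.1, depth, the share of reads on listed genes and the median-of-ratios factor), 2 held a library whose gap to its nearest neighbour exceeded Dixon's 95% critical value, and chance gives 4.8, so these 2 are no more than chance gives. The values were taken on the log2(CPM + 1) scale, which was settled after an earlier look at plain CPM. On plain CPM 14 groups passed the same limit. In T-ALL, library 6 stood apart for Ly6g at 0.89 on the log2 scale (0.855 CPM), while Ly6g was at 0.0407 CPM in library 4 and 0.0241 CPM in library 8 and listed at 0 in the other 5. Library 4 stood apart for depth at 49.1 M reads, where the median was 41.7. RNA from neutrophils may be the source of Ly6g in library 6, whose mean of 8 neutrophil markers, which do not include Ly6g, was 4.71 against 0.125 to 2.06 in the other T-ALL, a gap of 0.577 of the range and past the same limit. Its macrophage mean of 5.22 and erythroid mean of 7.77 were also the highest among T-ALL. No explanation was tested for the depth of library 4.

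The change from control to leukemia differed between T-ALL and ETV6-RUNX1 B-ALL for 6 of 20 genes named by the paper, by an interaction term in limma with Benjamini-Hochberg adjustment over all genes (n = 8 T-ALL and 4 WT T-cells against 7 B-ALL and 4 WT pro-B-cells). The difference in log2 fold change was 4.64 for Notch1 (adjusted p = 2.24e-06), 5.28 for Il2ra (adjusted p = 0.00861), -4.88 for Cd4 (adjusted p = 0.0036), -4.08 for Ly6a (adjusted p = 0.025), -2.87 for Cd8a (adjusted p = 0.0348) and -2.02 for Cd3e (adjusted p = 0.0441). After median-of-ratios scaling 6 of the 6 genes were still past the threshold, joined by Bcl11b and Ptprc, so scaling does not account for them. With that scaling the 6 differences were 3.62, 4.57, -5.81, -4.81, -3.63 and -2.72 in the same order. For Cd3e and Cd8a, T-cell RNA in the 4 B-ALL samples without Pax5 loss is a further candidate explanation of a part, since 52.3% of 88 genes of WT T-cells were at least 2-fold higher in these than in WT pro-B-cells, against 25% in the 7 B-ALL with Pax5 loss. For Cd4 the values go against it: its log2 fold change in T-ALL against WT T-cells was -3.50, most of the difference, and it was at 13.6 to 94.3 CPM in Pax5-het B-ALL, where Cd3e and Cd8a were at 0.484 CPM or less. Cd8a was also lower in T-ALL than in WT T-cells, with a log2 fold change of -1.32. The controls are also different tissues, thymus and sorted pro-B-cells, which the design cannot part from the leukemias. Other explanations were not tested for Notch1, Il2ra, Ly6a and Cd4, so no biological explanation is offered for these.

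Marker means on the log2(CPM + 1) scale were higher in every B-ALL library of a group than in every WT pro-B library for several cell types. In the 4 B-ALL without Pax5 loss the T cell marker mean was 3.35 against 0.899, the macrophage mean 3.82 against 1.12, the mature B mean 6.45 against 4.45, the stroma and endothelium mean 0.713 against 0.42 and the mean of all non B cell markers 3.27 against 1.99 (two-sided exact permutation tests, p = 0.0286 each, the smallest p possible). Adjusted by Benjamini-Hochberg over the 13 marker means compared, each of these 5 p-values was 0.0531 and not under 0.05. In the same 4 libraries the pro-B and pre-B mean was lower, 0.745 against 6.08, as was the B cell mean, 6.32 against 8.06 (two-sided exact permutation tests, p = 0.0286 each, adjusted 0.0531). In the 7 B-ALL with Pax5 loss the macrophage mean was 4.29 and the stroma and endothelium mean 3.09 (two-sided exact permutation tests, p = 0.00303 each, the smallest p possible, adjusted 0.0131). In the same 7 the NK cell mean was lower, 0.812 against 2.00 (p = 0.00303 by the same exact test, adjusted 0.0131). The B cell mean was also lower, 4.19 against 8.06 (p = 0.00606 by the same exact test, adjusted 0.0197). So was the erythroid mean, 3.02 against 5.145 (p = 0.01515 by the same exact test, adjusted 0.0394). The paper does not report these.

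For T cell markers, RNA from T-cells in the sample may be a source: 52.3% of the 88 T-cell genes were at least 2-fold higher, more than the share set for that outcome. In the single libraries the share was 43.2% in library 9, 58.0% in library 10, 60.2% in library 26 and 26.1% in library 27, so library 27 was close to the 25% of the B-ALL with Pax5 loss. The single libraries with Pax5 loss ran from 14.8% in libraries 12 and 14 to 40.9% in library 16, below libraries 9, 10 and 26. Libraries 11, 13, 16 and 17 lay above library 27, and libraries 12, 14 and 15 below it. If other cells were the source, the genes of a marker set should rise and fall together across libraries more than 95% of 10000 random gene sets do. The mean pairwise r was 0.237 for macrophage genes and 0.668 for stroma and endothelium genes, both below that limit, and 0.967 for neutrophil genes, above it. With median-of-ratios scaling the values were 0.505, 0.542 and 0.948, all above their limits, so for macrophage and stroma genes the answer turns on the scaling and RNA from other cells remains open. The neutrophil mean was not higher in every B-ALL library than in every WT pro-B library. For mature B markers, a later stage of the leukemic than of the control cells is a candidate explanation, since the pro-B and pre-B mean differed by -5.33 and lay lower in each of the 4 B-ALL than in each WT pro-B library. The design cannot part stage from the disease, and mature B-cells in the samples were not tested. The mature B mean was also lower with than without Pax5 loss, with a difference of -2.75 (two-sided exact permutation test, p = 0.0121, adjusted 0.0394). The WT pro-B-cells were sorted and the blast cells are not described as sorted in the same way, a difference that was not tested.

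CT010467.1 held 23.4% of the reads of library 12 and 21.1% of those of library 27, while the WT pro-B libraries held 0.0662%, 0.348%, 0.126% and 10.6%. Ribosomal RNA left in the library is the plain reading of the annotation, but it was not tested, and no biological explanation was tested.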

How the results depend on the processing

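The tests by other splits of the libraries, and those of scaling for the share of higher genes in T-ALL and for ETV6-RUNX1 Kdm5c-het against Sca1-Cre B-ALL, were chosen only after the result was seen. No paired analysis was possible because the labels give the libraries no shared replicate numbers. Across the alternatives, 388 values of the 21 results stated for whole comparisons kept their direction and their side of the threshold (counts within 1.5 times), 124 counts or shares of variance moved further, 3 test results weakened and 0 reversed. Of the alternatives, 8 of the 19 libraries left out cannot move the silhouette of the B-ALL, since they are T-ALL. The cause of the changes listed was not tested, except where a value is given. Counts given at an unadjusted p under 0.05 also required a fold change of at least 2.

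With median-of-ratios scaling, the genes called were 2761 in B-ALL without Pax5 loss, 2159 in ETV6-RUNX1 B-ALL, 994 between B-ALL with and without Pax5 loss, 0 between ETV6-RUNX1 Pax5-het and ETV6-RUNX1 Kdm5c-het B-ALL (1167 at an unadjusted p under 0.05), 0 between ETV6-RUNX1 Kdm5c-het and ETV6-RUNX1 Sca1-Cre B-ALL (505), 1565 in both B-ALL groups and 598 in T-ALL and ETV6-RUNX1 B-ALL together, above the 436.9 that chance gives, where the 227 before rescaling lay below the 255.1 that chance gives. The same scaling moved the median log2 fold change of all genes from 0.33 to -0.05 in T-ALL, from -0.21 to 0.09 in B-ALL without and -0.10 to 0.12 with Pax5 loss, from -0.29 to 0.13 in ETV6-RUNX1 B-ALL, from 0.48 to -0.03 in T-ALL against ETV6-RUNX1 B-ALL, from -0.58 to -0.01 between ETV6-RUNX1 Pax5-het and Pax5-het B-ALL and from -0.72 to 0.00 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL. The share of called genes that were higher moved from 74.2% to 38.4% in T-ALL, from 47.2% to 63.0% in B-ALL without and 47.2% to 63.1% with Pax5 loss, from 30.8% to 58.8% in ETV6-RUNX1 B-ALL and from 72.4% to 36.1% in T-ALL against ETV6-RUNX1 B-ALL. The setting with receptor and haemoglobin genes removed also rescales values to the sum of the listed genes left, in place of all reads. Its values therefore cannot be put down to the removed genes alone. With it, that share was 44.2% in T-ALL, 61.4% against 50.7% for Pax5 loss, and 15.0% of 40 genes between ETV6-RUNX1 Pax5-het and Kdm5c-het B-ALL. The same setting gave 2 genes between ETV6-RUNX1 Pax5-het and Pax5-het B-ALL and 155 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL. It gave 372 in T-ALL and ETV6-RUNX1 B-ALL together.

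With no filter on mean CPM, 1162 genes were called in B-ALL without Pax5 loss, 2184 in ETV6-RUNX1 Sca1-Cre B-ALL, 202 for Pax5 loss, 0 between ETV6-RUNX1 Pax5-het and Kdm5c-het B-ALL (314 at an unadjusted p under 0.05), 0 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL (809), 558 in both B-ALL groups, 121 in T-ALL and ETV6-RUNX1 B-ALL and 525 in T-ALL and ETV6-RUNX1 Sca1-Cre B-ALL. With a mean of at least 5 CPM, 1484 were called in B-ALL with Pax5 loss, 332 for Pax5 loss, 6 between ETV6-RUNX1 Pax5-het and Kdm5c-het, 121 between ETV6-RUNX1 Pax5-het and Pax5-het and 197 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL. With a pseudocount of 0.1, these were 60 between ETV6-RUNX1 Pax5-het and Kdm5c-het, 12 between ETV6-RUNX1 Pax5-het and Pax5-het, 378 in T-ALL and ETV6-RUNX1 B-ALL and 1586 in T-ALL and ETV6-RUNX1 Sca1-Cre B-ALL. Without a pseudocount and with genes listed at 0 removed, the counts in those first 2 comparisons were 24 and 122, and 196 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL. With all 27 libraries in one fit, 2978 genes were called in ETV6-RUNX1 B-ALL, 1540 in ETV6-RUNX1 Sca1-Cre B-ALL, 1202 for Pax5 loss, 311 between ETV6-RUNX1 Pax5-het and Kdm5c-het, 116 between ETV6-RUNX1 Pax5-het and Pax5-het, 478 in T-ALL and ETV6-RUNX1 B-ALL and 386 in T-ALL and ETV6-RUNX1 Sca1-Cre B-ALL.

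With the equal-variance linear model without moderation and Storey q-values, 178 genes were called for Pax5 loss, 0 between ETV6-RUNX1 Pax5-het and Kdm5c-het B-ALL (239 at an unadjusted p under 0.05) and 0 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL (372). With the paper's gene filter, log scale and test together, chosen after seeing the data, 1194 were called in B-ALL without Pax5 loss, 679 in ETV6-RUNX1 B-ALL, 2135 in ETV6-RUNX1 Sca1-Cre B-ALL, 88 for Pax5 loss, 0 between ETV6-RUNX1 Pax5-het and Kdm5c-het (221), 0 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL (417) and 628 in both B-ALL groups.

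Groupings of the B-ALL kinds in place of ETV6-RUNX1 B-ALL, with the same settings and also chosen after seeing the data, gave with Storey q-values 2135 for ETV6-RUNX1 Sca1-Cre, 244 for ETV6-RUNX1 Pax5-het, 4272 for Pax5-het, 386 for Sca1-Cre with ETV6-RUNX1 Pax5-het, 3553 for Sca1-Cre with Pax5-het, 499 for Kdm5c-het with ETV6-RUNX1 Pax5-het, 2139 for Kdm5c-het with Pax5-het, 1949 for both Pax5 kinds, 2405 for Sca1-Cre, Kdm5c-het and Pax5-het, 1851 for Sca1-Cre and both Pax5 kinds, 1740 for Kdm5c-het and both Pax5 kinds and 1811 for all 4 kinds. With Benjamini-Hochberg adjustment they gave 32 for Kdm5c-het, 72 for ETV6-RUNX1 Pax5-het, 3413 for Pax5-het, 678 for Sca1-Cre with Kdm5c-het, 192 for Sca1-Cre with ETV6-RUNX1 Pax5-het, 2840 for Sca1-Cre with Pax5-het, 73 for Kdm5c-het with ETV6-RUNX1 Pax5-het and 366 for the 3 kinds that carry ETV6-RUNX1.

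The first 3 principal components of all 27 libraries held 60.1% of the variance, and 58.2% with a pseudocount of 0.1, 49.3% with genes listed at 0 removed, 58.2% with no filter, 64.0% with a mean of at least 5 CPM, 58.8% with median-of-ratios scaling, 55.7% without receptor genes and 63.9% with scaled genes. Those of the 19 leukemias held 66.4%, and 64.9%, 53.9%, 64.3%, 70.0%, 61.1%, 63.2% and 68.2% in the same order. Chosen after seeing the data, scaled genes with genes listed at 0 removed gave 66.8% and 70.8%, and raising values below 0.01 CPM gave 58.8% for all libraries and 65.6% for the leukemias. The silhouette for Pax5 loss fell from 0.276 to 0.177 with scaled genes (one-sided exact permutation test, p = 0.0697) and to 0.148 with scaled genes and genes listed at 0 removed, chosen after seeing the data (p = 0.1 by the same exact test), while over the other alternatives but leaving out libraries p ran from 0.00303 to 0.0152. The adjusted Rand index of the 2 B-ALL clusters was 0.344 with complete linkage (one-sided exact permutation test, p = 0.0606) and 1 with the others. That of the 3 clusters was 0.756 with complete linkage (one-sided permutation test with 100000 permutations, p = 1e-05) and 1 with the others. In both, ETV6-RUNX1 Pax5-het libraries 12 and 13 joined the ETV6-RUNX1 Sca1-Cre and Kdm5c-het B-ALL.

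Leaving out 1 library at a time gave 2865 to 3753 genes called in T-ALL (12 fits), 1145 to 2985 in B-ALL without Pax5 loss (8 fits), 1400 to 3132 with Pax5 loss (11 fits), 455 to 1565 in ETV6-RUNX1 B-ALL (11 fits), 3099 to 3195 in ETV6-RUNX1 Sca1-Cre B-ALL (4 fits), 2069 to 4192 between T-ALL and ETV6-RUNX1 B-ALL (15 fits), 264 to 760 for Pax5 loss (11 fits), 1 to 16 between ETV6-RUNX1 Pax5-het and Kdm5c-het (3 fits) and 0 to 1522 between ETV6-RUNX1 Pax5-het and Pax5-het B-ALL (7 fits). It gave 507 to 1236 genes in both B-ALL groups, 109 to 313 in T-ALL and ETV6-RUNX1 B-ALL and 842 to 1075 in T-ALL and ETV6-RUNX1 Sca1-Cre B-ALL. The variance of the first 3 components ran from 58.1% to 61.6% for all libraries and from 62.9% to 68.1% for the leukemias, the silhouette of T-ALL from 0.398 to 0.457, that of Pax5 loss from 0.236 to 0.371 (one-sided exact permutation p from 0.00476 to 0.05), the distance margin of ETV6-RUNX1 Pax5-het B-ALL from 0.141 to 0.248 and that of ETV6-RUNX1 Kdm5c-het B-ALL from 0.161 to 0.365. The adjusted Rand indices stayed at 1. ETV6-RUNX1 Kdm5c-het against Sca1-Cre B-ALL was left out, since 1 library would remain in a group.

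Of 101 named gene results, 101 kept their direction and call with a pseudocount of 0.1, and 10 were no longer called with median-of-ratios scaling, 9 of them in the comparisons of ETV6-RUNX1 Kdm5c-het B-ALL. Leaving out a library weakened 62 values and reversed 3, all 3 for Kdm5c between B-ALL with and without Pax5 loss, whose log2 fold change was -0.06 and ran from -0.47 to 0.34. With libraries 12, 9 and 10 left out it was 0.28, 0.34 and 0.10, and over all its alternatives the limma adjusted p ran from 0.772 to 1.

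Of other splits of the same libraries, 1 of 100 gave as many genes as the real split in T-ALL against WT T-cells, 1 of 35 in B-ALL without and 1 of 100 in B-ALL with Pax5 loss, 1 of 100 between T-ALL and ETV6-RUNX1 B-ALL, and 1 of 100 for Pax5 loss, each the real split itself. In ETV6-RUNX1 B-ALL against WT pro-B-cells it was 3 of 100, and a split gave up to 5199 genes. Between ETV6-RUNX1 Pax5-het and Pax5-het B-ALL no gene was called (0, with 805 at an unadjusted p under 0.05), so all 35 of 35 splits gave as many.

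The number of libraries limits the smallest comparisons, and depth was not varied. The simulations, drawn with the spread of the WT pro-B libraries, recovered 55.5% of genes changed 4-fold with 3 against 2 libraries and 0.0% with 2 against 2. A count of 0 between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL therefore does not show that they are alike.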

Differences from the paper's values

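In ETV6-RUNX1 B-ALL against WT pro-B-cells 1054 genes were called, where the paper's number is about 400 in Fig. 7C, read by eye. Of the alternatives set before the data were examined, leaving out library 18, 19 or 20 closed the gap, with 579, 473 and 455 genes. The others set at that time did not, with 757 to 2978 genes where no library was left out. Among groupings of the B-ALL kinds with the paper's gene filter, log scale and test, chosen after seeing the values, Sca1-Cre with ETV6-RUNX1 Pax5-het (386), Kdm5c-het with ETV6-RUNX1 Pax5-het (499) and, with Benjamini-Hochberg adjustment, the 3 kinds that carry ETV6-RUNX1 (366) came within 1.5 times of it.

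T-ALL and ETV6-RUNX1 B-ALL shared 227 genes, where the paper's number is about 150 in Fig. 7C, read by eye. Of the alternatives set before the data were examined, no filter on mean CPM (121), a mean of at least 5 CPM (213) and the equal-variance linear model with Storey q-values (193) closed the gap, as did leaving out library 2, 3, 4, 6, 7, 9, 10, 13, 18, 19, 20, 21, 22, 23, 24, 25 or 26, with 109 to 225 genes. A pseudocount of 0.1 (378), genes listed at 0 removed (339), median-of-ratios scaling (598), removal of receptor and haemoglobin genes (372), all 27 libraries in one fit (478) and leaving out the other libraries did not. The 3 groupings named above gave 140, 160 and 126 shared genes, chosen after seeing the values.

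In ETV6-RUNX1 Sca1-Cre B-ALL against WT pro-B-cells 3339 genes were called, where the paper's number is about 110 in Fig. 7C, read by eye, and 1035 were shared with T-ALL, where the paper's number is about 41 in the same figure, read by eye. None of the alternatives set before the data were examined closed either gap, the nearest being all 27 libraries in one fit (1540 and 386), and neither did any of 15 groupings of the B-ALL kinds, chosen after seeing the values.

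The log2 fold change of Cd3e in B-ALL without Pax5 loss was 2.43 against the paper's 4.44, that of Ly6a in the same comparison 6.09 against the paper's 8.28, that of Rag1 there -10.3 against the paper's -13.3, and that of Fcrla in B-ALL with Pax5 loss -6.64 against the paper's -7.60, the paper's values being those of its supplementary table. With a pseudocount of 0.1, set before the data were examined, the values were 3.98, 7.65 and -7.38 for Cd3e, Ly6a and Fcrla. These were no longer apart from the paper's by more than the limma standard error of the fold change. Rag1, at -12.3, still was. Median-of-ratios scaling and leaving out libraries, also set before the data were examined, closed none of the 4 gaps.

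The sums of the first 3 principal components did not differ by more than 1.5 times from the paper's. The paper's about 54% for the leukemias in Fig. 7A, read by eye, was reached as 53.9% with genes listed at 0 removed and genes unscaled, an alternative set before the data were examined. With values below 0.01 CPM then raised to 0.01, chosen after seeing the values, the leukemias held 65.6%. The match at 53.9% therefore rests on values below 0.01 CPM. The paper's about 67% for all 27 libraries in Fig. 7A, read by eye, was reached as 66.8% with the same genes scaled to unit variance, chosen after seeing the values.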

Other observations

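The tests of the B cell marker mean, of erythroid RNA for Slc4a1, of the first component of all 27 libraries, and of scaling in T-ALL and between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL were chosen only after the result was seen.

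The difference between B-ALL labelled with and without Pax5 loss (546 genes called) was set against 4 technical explanations, and for 3 of them the number would fall to 1 in 3 or fewer if they were the source. With the mean of the non B cell markers as a covariate, 811 genes were called. With median-of-ratios scaling 994 genes were called, and 512 without 486 genes that are higher in WT T-cells. Ddx3y, a Y-linked gene, was above 1 CPM in 4 of the 7 libraries with Pax5 loss and in 1 of the 4 without, so the groups are not split by sex. Scaling and sex do not account for the difference as tested. The number without T-cell genes cannot tell, since T-cell RNA in the B-ALL without Pax5 loss would make genes lower and not higher with Pax5 loss, and 277 of the 546 genes were higher, more than 1 in 3. Of the 546 genes, 51 were among those removed. The covariate leaves RNA from other cells open too, since the non B cell mean itself differed by -0.54 (two-sided exact permutation test, p = 0.255, adjusted 0.301 over 13 marker means) while its parts differed in opposite directions. The difference (with minus without Pax5 loss, on the log2 scale) was -2.59 for T cell markers (two-sided exact permutation test, p = 0.00303, adjusted 0.0197), -4.49 for erythroid markers (p = 0.00606 by the same exact test, adjusted 0.0263) and 2.38 for stroma and endothelium markers (p = 0.00303 by the same exact test, adjusted 0.0197, with all 7 libraries with Pax5 loss above the 4 without). The share of reads on ribosomal RNA was not tested on its own, so the difference is not put down to Pax5 here.

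The first principal component of the 11 B-ALL followed the log2 median-of-ratios factor, with Pearson's r = -0.994 (permutation p = 2e-05, adjusted 6e-05) and Spearman's rho = -0.991 (permutation p = 1e-05, the smallest p the permutations can give, adjusted 3e-05), and r = -0.967 without the 2 libraries farthest from the median. Within the 7 libraries with Pax5 loss r was -0.995 (exact permutation p = 0.000198, adjusted 0.000595), and the 4 without are too few to test. Components 2 and 3 are uncorrelated with the first by construction, so their correlations with the factor over the 11 libraries do not bear on it. With genes scaled to unit variance, the first component of all 27 libraries followed the factor among the 8 T-ALL (r = -0.9993, exact permutation p = 2.48e-05, adjusted 4.96e-05, rho = -1, r = -0.999 without 2 libraries) and among the 7 B-ALL with Pax5 loss (r = -0.9996, exact permutation p = 0.000198, rho = -1, r = -0.997 without 2 libraries). In all, 8 correlations of components with the factor were computed, adjusted by Benjamini-Hochberg within each family. The scaling of the libraries is a candidate source of these first components, and with median-of-ratios scaling the silhouette for Pax5 loss was 0.427 (one-sided exact permutation test, p = 0.00303, the smallest p possible, with p from 0.00303 to 0.1 over its alternatives).

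In T-ALL 74.2% of the genes called were higher than in WT T-cells, and with median-of-ratios scaling 38.4% were. That scaling brings the median change of all genes near 0, from 0.33 to -0.05, which shifts this share by itself, so the 2 shares cannot tell whether the changes come from scaling by total reads.

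Between ETV6-RUNX1 Kdm5c-het and Sca1-Cre B-ALL 351 genes were called, and 0 with median-of-ratios scaling (505 at an unadjusted p under 0.05 and a fold change of at least 2). Scaling by total reads may be the source of that number, although with 2 against 2 libraries the simulations recovered 0.0% of changed genes.

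B-lineage genes were uneven among the B-ALL labelled with Pax5 loss. Cd79a was at 1.52, 4.83, 8.19 and 14.0 CPM in libraries 12, 13, 16 and 17 and at 106, 320 and 126 CPM in libraries 11, 14 and 15. Ebf1 was at 0.739, 12.0, 19.2 and 34.3 CPM in those first 4 libraries. Library 17 held Pax5 at 324 CPM. If RNA from other cells were the source, the B cell marker mean would fall as the non B cell mean rises, but Spearman's rho over the 7 libraries was -0.0714 (exact permutation p = 0.906, adjusted 0.906; Pearson's r = -0.00592, exact permutation p = 0.989, adjusted 0.989). Without the 2 farthest libraries r was -0.896, so the absence of a relation rests on those 2. With the log2 median-of-ratios factor rho was 0.714 (exact permutation p = 0.0881, adjusted 0.176; r = 0.653, exact permutation p = 0.0899, adjusted 0.180; r = -0.0279 without 2 libraries). RNA from other cells remains open, since r without the 2 farthest libraries has the sign that this explanation predicts. The non B cell mean also pools several cell types, whose marker means can move in opposite directions. Scaling was not borne out, and no biological explanation was tested.

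Ighm was at 8.69 CPM in ETV6-RUNX1 Kdm5c-het library 27, while libraries 9, 10 and 26 held 2788, 1692 and 1902 CPM. Slc4a1, an erythroid gene, was at 426 and 1677 CPM in libraries 9 and 10 and at 14.3 and 0.215 CPM in libraries 26 and 27. RNA from erythroid cells may be the source, since the mean of the other 7 erythroid markers was 9.38 and 11.25 on the log2 scale in libraries 9 and 10 and 6.68 and 3.63 in libraries 26 and 27, a difference of 5.16 between the 2 pairs. AY036118, a lincRNA on chromosome 17 from 39847113 to 39848035, was highest in library 27 at 82300 CPM. It lies inside the limits of CT010467.1, so its reads are uncertain. WT pro-B library 21 held both Xist, at 247 CPM, and Ddx3y, at 17.3 CPM. No explanation of the values of Ighm, AY036118, Xist and Ddx3y was tested.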
